# Olfactomedin 4 deficiency promotes prostate neoplastic progression and is associated with upregulation of the hedgehog-signaling pathway

**DOI:** 10.1038/srep16974

**Published:** 2015-11-19

**Authors:** Hongzhen Li, Wenli Liu, Weiping Chen, Jianqiong Zhu, Chu-Xia Deng, Griffin P. Rodgers

## Abstract

Loss of olfactomedin 4 (*OLFM4*) gene expression is associated with the progression of human prostate cancer, but its role and the molecular mechanisms involved in this process have not been completely understood. In this study, we found that *Olfm4-*knockout mice developed prostatic intraepithelial neoplasia and prostatic adenocarcinoma. Importantly, we found that the hedgehog-signaling pathway was significantly upregulated in the *Olfm4*-knockout mouse model. We also found that restoration of *OLFM4* in human prostate-cancer cells that lack *OLFM4* expression significantly downregulated hedgehog signaling-pathway component expression. Furthermore, we demonstrated that the OLFM4 protein interacts with sonic hedgehog protein, as well as significantly inhibits GLI-reporter activity. Bioinformatic and immunohistochemistry analyses revealed that decreased *OLFM4* and increased *SHH* expression was significantly associated with advanced human prostate cancer. Thus, olfactomedin 4 appears to play a critical role in regulating progression of prostate cancer, and has potential as a new biomarker for prostate cancer.

Prostate cancer is the most commonly diagnosed solid tumor and the second-leading cause of cancer-related death in the American male population^1^. Alterations in specific gene products and molecular pathways often occur in prostate cells during prostate carcinogenesis and metastasis. It has been found that activation of epidermal growth factor receptor, sonic hedgehog, Wnt/β-catenin, and stromal cell-derived factor-1 (SDF-1)/CXC chemokine receptor 4 (CXCR4) occurs during prostate-cancer progression from locally invasive to metastatic and castration-resistant prostate cancer^2^. Hedgehog signaling mediates prostate ductal morphogenesis^3^, regeneration, neoplasia, and prostate-cancer cell metastasis^4^,^5^. In addition, hedgehog signaling is required for maintaining cancer stem cells in human mammary tumors^6^, myeloid leukemia^7^, and in airway epithelial progenitors and small-cell lung cancer^8^, as well as for regenerative proliferation in bladder epithelial stem cells^9^. Hedgehog overexpression has also been shown to induce prostate cancer in mice with *Shh*-expressing plasmid injected into the prostate^10^.

The human *OLFM4* gene (olfactomedin 4, also known as hGC-1, GW112, and hOlfD) was first cloned from human myeloid progenitor cells and encodes an OLFM4 protein that is normally expressed in prostate, bone marrow, small intestine, and pancreas^11^. OLFM4 plays an important role in prostate cancer^12^, gastrointestinal cancer^13^,^14^, and myeloid leukemia^15^. Frequent genetic deletion of the *OLFM4* gene has been found in advanced prostate cancer^16^ and squamous cell carcinomas^17^. Gene-expression data have revealed downregulation of the *OLFM4* gene in prostate cancer, colon cancer, and leukemia, whereas *OLFM4* expression was found to be upregulated in gastric cancer and pancreatic cancer. These divergent results may be due to tissue- and cell-specific factors, as well as inflammation status and tumor grade^18^.

In this study, we examined the potential functions of the *Olfm4* gene in murine prostate tissues by analyzing an *Olfm4*-knockout mouse model, and found that loss of *Olfm4* leads to neoplastic progression in the mouse prostate, as well as tumor formation in the lung, liver, and pancreas. We further explored the possible molecular mechanisms underlying prostate neoplastic progression in *Olfm4*-knockout mice and found that *Olfm4* negatively regulates the hedgehog-signaling pathway in mouse prostate. Bioinformatic analyses revealed that expression of *OLFM4* was significantly downregulated in advanced human prostate cancer. Our findings suggest that loss of olfactomedin 4 upregulates the hedgehog-signaling pathway and promotes progression of prostatic neoplasms.

## Results

### *Olfm4*-knockout mice sporadically develop prostatic epithelial lesions and other organ tumors

To investigate the functions of the *Olfm4* gene in murine prostate, we analyzed genomic DNA, mRNA, and protein in the prostate tissue of wild-type (*Olfm4*+/+) and *Olfm4*-knockout (*Olfm4*−/−) mice. We verified that prostate tissues from wild-type mice expressed *Olfm4* genomic DNA, Olfm4 mRNA, and Olfm4 protein, whereas those from *Olfm4*-knockout mice did not (Supplementary Fig. S1). Histopathological analysis demonstrated normal prostate tissue morphology for wild-type mice at early ages, and none developed prostatic intraepithelial neoplasia by 24 months of age. However, *Olfm4*-knockout mice sporadically developed prostatic epithelial lesions in an age-dependent manner. Prostatic epithelial hyperplasia was seen at 3–6 months of age, prostatic intraepithelial neoplasia was observed at 10–12 months of age, and higher-grade prostate intraepithelial neoplasia was observed at 18–24 months of age in *Olfm4*-knockout mice (Supplementary Table S1). Lower-grade prostatic epithelial hyperplasia (LG-PIN) was observed in the anterior prostate (AP) and dorsal-lateral prostate (DLP) of *Olfm4*-knockout mice at 18 months (Fig. 1a). Higher-grade prostatic intraepithelial neoplasia (HG-PIN), as well as inflammatory cells, was observed in the DLP of *Olfm4*-knockout mice at 20 months of age (Fig. 1b, upper panels). Microinvasion in tumor was observed in the DLP tissue of *Olfm4*-knockout mice at 23 months of age (Fig. 1b, lower panels).

Histological and immunohistochemical evaluation of DLP tissue from 20-month-old *Olfm4*-knockout mice revealed that the tumor type that developed in the *Olfm4*-knockout mice was androgen receptor (AR)-positive prostatic adenocarcinoma (Fig. 1c). The frequency of prostatic intraepithelial neoplasia lesions was increased in *Olfm4*+/− and *Olfm4*−/− mice compared with *Olfm4*+/+ mice at ages 13–24 months (Fig. 1d). In addition, we found a generally higher incidence of lung, liver, and pancreatic tumors in *Olfm4*+/− and *Olfm4*−/− mice compared with *Olfm4*+/+ mice at 13–24 months of age (Fig. 1e and Supplementary Fig. S2). These results suggest that *Olfm4* plays a pivotal tumor-suppressor role in murine prostate and other organs.

### *Olfm4* deficiency is associated with proliferation of prostate epithelial cells

To determine whether *Olfm4* affects proliferation or apoptosis of prostatic epithelial cells in *Olfm4*-knockout mice, we performed Ki67 immunohistochemical staining and terminal deoxynucleotidyltransferase-mediated nick end labeling (TUNEL) assays. Ki67-positive cells were detected in prostatic epithelial lesions in the DLP of 12-month-old *Olfm4*-knockout mice (Fig. 2a). The percent of Ki67-positive cells was significantly increased in the DLP of *Olfm4*-knockout mice compared with age-matched wild-type mice at different ages (Fig. 2b). However, no difference in apoptosis was observed when TUNEL assay and anti-caspase 3 Western blot results for prostate tissues of *Olfm4*-knockout mice were compared with those from wild-type mice (Fig. 2c–e). These results suggest that loss of *Olfm4* is associated with proliferation of murine prostate epithelial cells.

### *Olfm4*-knockout mouse prostate demonstrates increased levels of hedgehog signaling-pathway and target genes

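RNA from whole prostate of 4 *Olfm4*-knockout and 4 wild-type mice was measured on the genome-wide Affymetrix arrays that the methods name, with 1 biotin-labelled sample from 1 mouse on each array. The mice were 3 months old, and arrays from 15-month-old mice are not analysed here. The sample labels give 4 mice per genotype, whereas the methods give 5 and the legend of Fig. 3 gives 4 or 3. The labels name Trizol for the RNA extraction and the methods name the RNeasy Plus Mini Kit. The arrays were run on 2 days, with 2 arrays of each genotype on each day. The authors made the values with the RMA algorithm, which subtracts background, quantile-normalizes the arrays and summarises each probe set on the log2 scale. The version of that software is not given in the sources used here. The median of an array was between 6.03 and 6.09 on the log2 scale, and the number of arrays limits the precision of every comparison. Knockout and wild-type arrays were compared with limma for each of 45037 probe sets, with array day as a second term and Benjamini-Hochberg adjustment over all of them. A probe set was called at an adjusted p under 0.05. For gene lists, each of 18193 genes was represented by its brightest probe set.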

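*Olfm4* transcript had a log2 value of 3.11 ± 0.10 (SD, n = 4) in knockout prostate and 10.48 ± 0.25 (SD, n = 4) in wild-type prostate. Its log2 fold change was -7.37 (standard error 0.13, adjusted p = 1.79e-06 from limma), and every knockout array lay below every wild-type array (exact permutation test, 2-sided, p = 0.0286, the smallest p that 4 arrays against 4 allow). Beside *Olfm4*, 38 genes had a called probe set in knockout prostate. The largest rise among the called genes was that of *Pnliprp2*. *Pnliprp2* and *Pnliprp1*, which encode pancreatic lipase-related proteins, had log2 fold changes of 7.05 (standard error 0.28, adjusted p = 1.66e-04) and 5.04 (standard error 0.15, adjusted p = 3.92e-05). *BC018473* rose by 5.50, *Spag1*, a sperm-associated antigen gene, by 3.77, and the sialyltransferase genes *St6galnac1* and *St6galnac2* by 2.81 and 2.27 on the log2 scale. The transcript *4930480K23Rik* also rose (standard error 0.10, adjusted p = 0.00539).

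*Havcr1*, which encodes the phosphatidylserine receptor TIM-1, fell by 4.30 on the log2 scale (standard error 0.27, adjusted p = 0.00192). *Adamdec1* and *Adam28*, which encode metalloproteases of the ADAM family, fell by 3.65 and 2.94. *Casp4*, which encodes an inflammatory caspase, fell by 2.60, and *Pdgfd*, which encodes a platelet-derived growth factor, by 2.66 at its brightest probe set. *Pigo*, an enzyme gene of GPI-anchor synthesis, fell by 1.53, *Fam183b* by 1.41 and the granzyme gene *Gzmc* by 1.34. A single probe set of *Dtd2* rose by 1.92 and a single one of *Unc13b* fell by 1.08, while the brightest probe sets of these genes had log2 fold changes of -0.42 and -0.091. *Sdc2*, which encodes the heparan sulfate proteoglycan syndecan 2, rose by 1.67 at a single probe set, while its brightest had a log2 fold change of 0.51 that was not called (adjusted p = 0.0852) and others 0.68 and 0.052. Other probe sets of *BC018473*, *St6galnac2* and *4930480K23Rik* had log2 fold changes of -0.048, 0.075 and 0.10, those of *Pigo* -0.29 and -0.19, and that of *Adam28* -0.13. With the test that the legend of Fig. 3 names, adjusted over all probe sets, 10 of the genes named here were no longer called (adjusted p from 0.0608 to 0.154), namely *St6galnac1*, *St6galnac2*, *Dtd2*, *Sdc2*, *Havcr1* (0.131), *Pdgfd*, *Pigo*, *Fam183b*, *Gzmc* and *Unc13b*. Sizes are read as lower bounds for *Olfm4*, *Pnliprp2*, *St6galnac1*, *Dtd2*, *Adamdec1*, *Casp4* and *Phyhip*, for which 1 group had a mean log2 value under 5, near background.

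Genes close to *Olfm4* on chromosome 14 were called more often than other genes. Of 82 measured genes within 10 Mb of *Olfm4*, 6 were called, against 32 of 18110 elsewhere (odds ratio 44.5, 95% confidence interval 14.8 to 112.5, Fisher's exact test, 2-sided, p = 1.71e-08). The size of this odds ratio depended on single arrays, from 26.6 without knockout array 2 to 57.0 without wild-type array 1. Without wild-type array 2 or 3 it was 6.44 and 6.55. The threshold was then an unadjusted p under 0.01, since there were fewer than 20 calls. On all arrays the odds ratio was smaller, 4.42, for genes at an unadjusted p under 0.01 (13 of 82 against 740 of 18110). For the whole chromosome it was 9.93 (10 of 640 called against 28 of 17552, Fisher's exact test, 2-sided, p = 5.25e-07). *Adamdec1*, *Adam28* and *4930480K23Rik* lie on this chromosome beyond 10 Mb, in a run of 9 neighbouring called genes that also holds the 6. *Olfm4* is not part of this run. The 6 all lie on one side of it, and none of the 25 genes on either side of it was called. Within 10 Mb, *Phyhip* rose by 1.24, *Nudt18* by 0.97, *Fam160b2* by 0.92 and the retinoblastoma gene *Rb1* by 0.56 on the log2 scale. *Slc25a30*, a mitochondrial carrier gene, fell by 1.89 and *Lrch1* by 0.82. Another probe set of *Lrch1* was higher by 0.48 (unadjusted p = 0.00978), and a second probe set of *Rb1* had a log2 fold change of 0.083. Over all chromosomes, 28 of the 39 called genes had another called gene among the 25 genes on either side, where chance gave a median of 4. In total, 27 probe sets rose and 23 fell. They stand for 23 higher and 16 lower genes, and 5 of them have no single gene symbol. At an unadjusted p under 0.05 there were 5763 probe sets, where chance would give 2252 if probe sets varied independently. Other splits of the arrays, 4 against 4 and run after the results were seen, gave between 761 and 4689. The excess over 2252 is therefore not by itself evidence of a genotype effect. The number of called probe sets, 50 on all arrays, was 24, 26, 20, 17 and 19 without knockout array 2, 3 or 4 or wild-type array 2 or 3. It was 4 on either array day alone. Transcripts of seminal vesicle were abundant on knockout array 1 and wild-type array 1 (mean log2 value 13.98 over 6 markers), and without these 2 arrays 21 probe sets rose and 16 fell.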

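Of 22 measured components of the hedgehog signaling pathway, out of 23 listed, none passed limma at an adjusted p under 0.05 over all probe sets, while 13 had a higher and 9 a lower mean in knockout prostate. At an unadjusted p under 0.05, 3 were higher and 1 was lower, both in limma and in ANOVA without array day. The same 4 genes passed when adjusted over the list alone in limma with array day, where their unadjusted p was 0.0015 to 0.0082. It was 0.0040 to 0.015 in limma without array day and 0.011 to 0.027 in ANOVA. Values over the list alone are given for limma with array day only. *Gas1*, which encodes a hedgehog co-receptor, had a log2 fold change of 0.45 (standard error 0.093, adjusted p = 0.188, or 0.0337 over the list alone). *Gli3*, a transcription factor gene of the pathway, had a log2 fold change of 0.32 (standard error 0.090, adjusted p = 0.262, or 0.0453 over the list alone). Other probe sets of *Gas1* had log2 fold changes of -0.054 and -0.041, and those of *Gli3* 0.057 and -0.010. *Ihh*, which encodes the ligand Indian hedgehog, had a lower mean in knockout prostate, with a log2 fold change of -0.66 (standard error 0.18, adjusted p = 0.263, or 0.0453 over the list alone). *Shh* was the third of the higher genes. *Gli1* and *Gli2*, the other GLI transcription factor genes, had log2 fold changes of 0.19 (standard error 0.10, adjusted p = 0.497) and 0.26 (standard error 0.30, adjusted p = 0.770).

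As a group, the components had a mean log2 fold change of 0.051, with -0.036 on array day 1 and 0.14 on array day 2. Against all other genes the group had p = 0.0391 in camera with a preset correlation, which is an adjusted p of 0.217 over 30 lists, and the adjusted p was 0.884 with an estimated correlation. Among the 1141 genes that were higher at an unadjusted p under 0.05, 3 were components, where 1.38 would fall by chance (odds ratio 2.36, Fisher's exact test, 1-sided, p = 0.157). Among genes that were higher at p under 0.01 the odds ratio was 8.98 (Fisher's exact test, p = 0.00631), and among those at an adjusted p under 0.05 it was 0. The odds ratio also passed the exact test without knockout array 3 (3.70, p = 0.0334), wild-type array 1 (4.19, p = 0.0229) or wild-type array 4 (4.19, p = 0.0125). Knockout array 1, which also had the highest values of smooth muscle, fibroblast and endothelial markers, had the highest mean log2 value of the components relative to their means over all arrays, 0.12. Without it the mean log2 fold change was 0.0025, and without wild-type array 3 it was 0.0045.

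**Figure D1:**
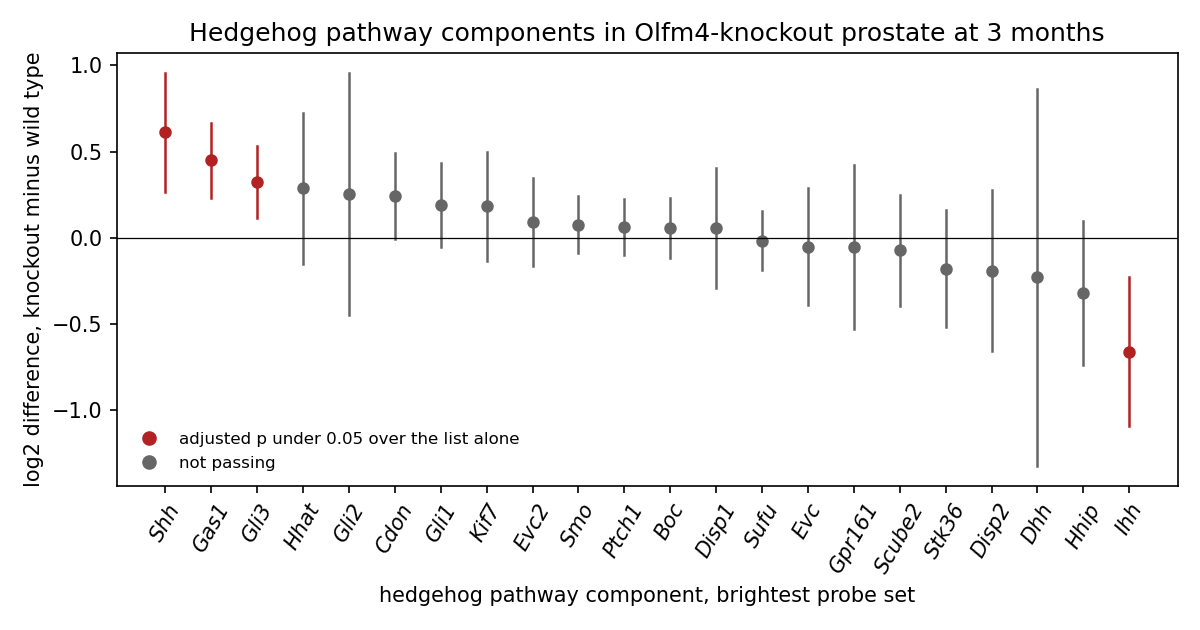
Log2 fold change, knockout minus wild type, of 22 hedgehog pathway components in prostate at 3 months, with points for the estimate and lines for its 95% confidence interval from limma. *Shh*, *Gas1* and *Gli3* (higher) and *Ihh* (lower) are drawn in red. They had an adjusted p under 0.05 over the list alone in limma with array day. The lines of the other genes cross 0.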

Gene-microarray data analysis indicated that the hedgehog-signaling pathway was significantly changed in *Olfm4*-knockout mouse prostate (Fig. 3a). The mRNA expression of the hedgehog signaling-pathway genes *Shh* and *Ptch1*, *Shh*’s direct-target genes *Ccnd1*, *Ccnd2*, *Foxc2*, and *Prdm1*, and *Shh*’s indirect-target genes, including the stem-cell signaling network and stem-cell markers *Cd44*, *Nes*, *Wnt5a*, *Hes1*, *Pdgfra*, and *Fst*, were significantly upregulated in prostate tissues from both or either 3-month-old and 15-month-old *Olfm4*-knockout mice compared with those from wild-type mice (Fig. 3b). 

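At 3 months, 12 of the 13 genes of Fig. 3b had a higher mean in *Olfm4*-knockout than in wild-type prostate. The figure shows a bar at 3 months for 10 of the 13, and none at that age for *Ccnd2*, *Cd44* and *Hes1*. *Fst*, which encodes the activin antagonist follistatin, had a log2 value of 10.65 ± 0.15 (SD, n = 4) in knockout and 9.84 ± 0.22 (SD, n = 4) in wild-type prostate, a fold change of 1.75. *Shh*, the gene of the sonic hedgehog ligand, had a log2 value of 9.01 ± 0.15 (SD, n = 4) in knockout and 8.40 ± 0.37 (SD, n = 4) in wild-type prostate, a fold change of 1.53. *Wnt5a*, which encodes a Wnt ligand, had a fold change of 1.46, and *Zeb2*, an EMT transcription factor gene, one of 1.42. *Foxc2*, another EMT transcription factor gene, had a log2 value of 6.43 ± 0.39 (SD, n = 4) in knockout and 5.67 ± 0.46 (SD, n = 4) in wild-type prostate.

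None of the 13 genes passed limma at an adjusted p under 0.05 over all probe sets. At an unadjusted p under 0.05, 5 were higher and none was lower, in limma and in the test that the legend of Fig. 3 names alike. Adjusted over the list alone in limma with array day, 3 were higher. This is not independent evidence, because the paper reports the list from arrays that include these samples. The log2 fold change of *Fst* was 0.81 (standard error 0.13, unadjusted p = 2.97e-04, adjusted p = 0.102, or 0.00386 over the list alone). That of *Shh* was 0.61 (standard error 0.15, unadjusted p = 0.00366, adjusted p = 0.221, or 0.0238 over the list alone), and that of *Wnt5a* was 0.54 (standard error 0.15, unadjusted p = 0.00711, adjusted p = 0.257, or 0.0308 over the list alone). For *Zeb2* it was 0.50 (unadjusted p = 0.0155) and for *Foxc2* 0.76 (unadjusted p = 0.0212). The hedgehog receptor gene *Ptch1* had a log2 fold change of 0.063, with a 95% confidence interval of -0.098 to 0.22. *Pdgfra*, *Prdm1*, *Hes1*, *Nes*, *Ccnd1* and *Ccnd2* had log2 fold changes between 0.058 and 0.31 that did not pass, and *Cd44* had one of -0.023. A second probe set of *Pdgfra* had a log2 fold change of 0.34 (unadjusted p = 0.0499), and a second probe set of *Cd44* one of -0.37 (unadjusted p = 0.0112).

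The 13 genes as a group had a mean log2 fold change of 0.33 (camera, adjusted p = 2.49e-04, and adjusted p = 0.291 with an estimated correlation), with 0.28 and 0.38 on array days 1 and 2. Markers of fibroblasts, which include *Pdgfra*, had a mean log2 fold change of 0.22 in the same arrays (camera, adjusted p = 0.00547, and adjusted p = 0.884 with an estimated correlation), but did not pass without knockout array 1 (0.13, adjusted p = 0.0944) or 4 (0.17, adjusted p = 0.0647), or without knockout array 1 and wild-type array 1 (0.094, adjusted p = 0.301). Markers of basal epithelium had a mean of 0.24 (camera, adjusted p = 0.00879, and again 0.884 as the adjusted p with an estimated correlation), and did not pass without knockout array 4 (0.18, adjusted p = 0.0886) or wild-type array 4 (0.19, adjusted p = 0.0621), or without knockout array 1 and wild-type array 1 (0.19, adjusted p = 0.0530). Of 30 lists, 2 passed Fisher's exact test among the 1141 genes that were higher at an unadjusted p under 0.05. These were the genes of Fig. 3b (5 of 13, odds ratio 9.38, adjusted p = 0.0225) and the basal markers (4 of 9, odds ratio 11.99, adjusted p = 0.0225). The paper reports the former list from arrays that include these samples. *Foxc2* no longer passed an unadjusted p under 0.05 without knockout array 1, 3 or 4 or wild-type array 4 (unadjusted p from 0.0503 to 0.0629), and *Zeb2* had 0.16 (unadjusted p = 0.128) as the mean of its probe sets. Other probe sets of *Shh* and *Fst* had log2 fold changes of 0.12 and -0.10, and those of *Wnt5a* 0.32 (unadjusted p = 0.0201), 0.31 (unadjusted p = 0.0425) and -0.0042.

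**Figure D2:**
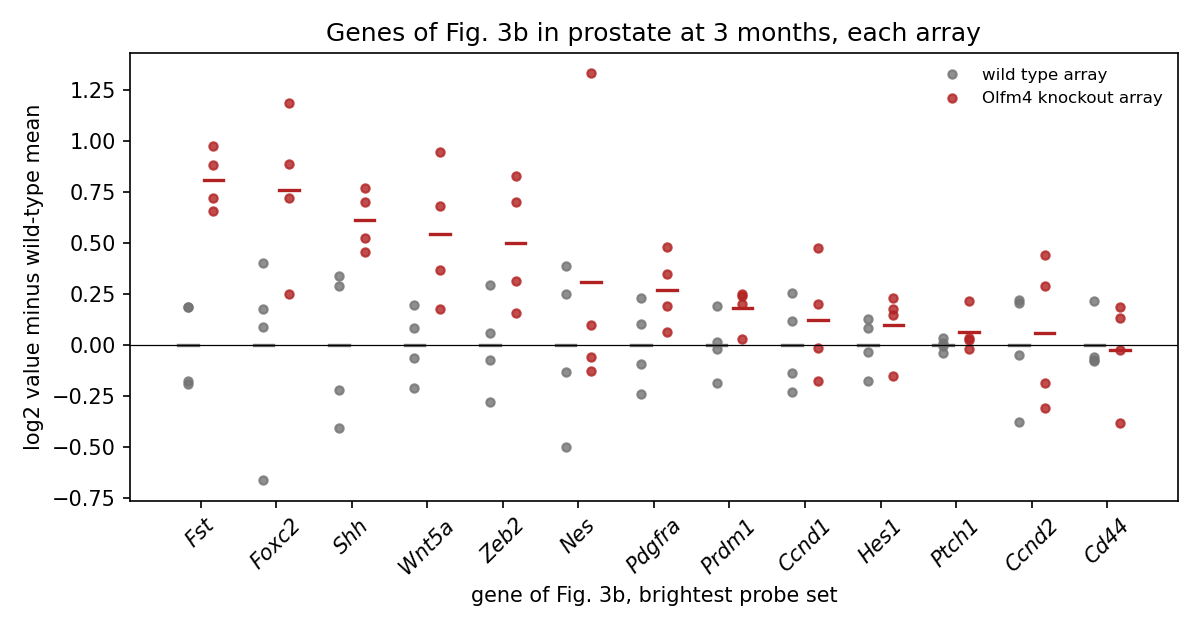
Log2 value of each of the 13 genes of Fig. 3b on each array of 3-month-old prostate, minus the wild-type mean of that gene, with a point per array and a bar at the mean of 4 arrays. For *Fst* and *Shh* every knockout array lies above every wild-type array, and for *Nes* the mean of the knockout arrays rests on 1 array.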

Using qRT-PCR, we further found an approximately 2-fold or higher increase in the expression of *Shh*, *Ptch1*, *Gli1*, and *Gli2* in prostate tissues from 3-month-old *Olfm4*-knockout mouse compared with those from wild-type mice (Fig. 3c). The increased expression of hedgehog signaling-pathway component genes in the prostate of *Olfm4*-knockout mice compared with wild-type mouse prostate was also verified at the protein level (Fig. 3d). Interestingly, we found that some hedgehog-signaling target genes (including the prostate stem/progenitor cell marker gene *Cd44*, as well as some epithelial-to-mesenchymal [EMT] marker genes, including *Zeb2*, *Foxc2*, *Vim*, *Fn1*, and *Cdh2*) were significantly upregulated in prostate tissues from 15-month-old *Olfm4*-knockout mice compared with those from wild-type mice (Fig. 3e,f). In contrast, the cytokeratin genes *Krt25*, *Krt4*, and *Krt79* were found to be significantly downregulated in prostate tissues from 15-month-old *Olfm4*-knockout mice compared with those from wild-type mice (Fig. 3e). These results suggest that loss of *Olfm4* leads to enhanced hedgehog signaling-pathway and pathway-target gene expression.

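Genes that hedgehog signaling is known to induce did not pass as a group at 3 months. Of 13 measured hedgehog readouts, out of 14 listed, 10 had a higher mean in knockout prostate, none passed an adjusted p under 0.05 in limma, and 1, *Foxc2*, was higher at an unadjusted p under 0.05 in limma and in ANOVA. *Mycn*, a MYC family transcription factor gene, had a log2 fold change of 0.16 (standard error 0.083, adjusted p = 0.468). *Hhip*, a hedgehog-binding antagonist induced by the pathway, had one of -0.32 (standard error 0.18, adjusted p = 0.510). The mean over the readouts was 0.092 (camera, adjusted p = 0.277) and between 0.047 without knockout array 1 and 0.15 without knockout array 2 when 1 array was left out.

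Of 18 mesenchymal EMT markers, 13 had a higher mean, none passed an adjusted p under 0.05, and 2, *Zeb2* and *Foxc2*, were higher at an unadjusted p under 0.05 in limma and in ANOVA. *Vim*, *Fn1* and *Cdh2* had log2 fold changes of 0.13, 0.018 and -0.063 (adjusted p = 0.675, 0.977 and 0.956). The mean over these markers was 0.11 (camera, adjusted p = 0.277) and between 0.029 without knockout array 1 and 0.18 without knockout array 2 when 1 array was left out. Of 14 epithelial junction and EMT-opposing genes, 8 had a higher and 6 a lower mean, and none passed an adjusted p under 0.05 over all probe sets. *Jup*, which encodes the junction protein plakoglobin, was lower when adjusted over the list alone, with a log2 fold change of -0.35 (standard error 0.082, adjusted p = 0.218, or 0.0468 over the list alone). At an unadjusted p under 0.05 the tight-junction gene *Cldn4* was lower too (-1.13), while *Ovol1* (0.22) and the E-cadherin gene *Cdh1* (0.18) were higher. ANOVA gave *Jup* and *Cldn4* as lower, *Cdh1* and *Esrp2* as higher, and not *Ovol1* (unadjusted p = 0.169). The group's mean of -0.066 and median of 0.052 differ in sign, and camera gave the direction up (adjusted p = 0.753).

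Of 11 measured stem and progenitor markers, out of 13 listed, 5 had a higher and 6 a lower mean, and none passed an adjusted p under 0.05. *Sox9*, a progenitor transcription factor gene, was lower at an unadjusted p under 0.05 in limma and in ANOVA (-0.67, standard error 0.22, adjusted p = 0.303), with -0.081 and -0.024 at its other probe sets. *Psca*, prostate stem cell antigen, had a log2 fold change of -0.71 (standard error 0.30, adjusted p = 0.391). The mean over the markers was -0.067 (camera, adjusted p = 0.834), or -0.12 to -0.034 without 1 array, with these ends for wild-type arrays 3 and 2. From the arrays at 3 and 15 months, the qRT-PCR and the Western blots, the paper proposes that expression of the hedgehog pathway and of its targets is enhanced when *Olfm4* is lost.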

### *OLFM4* downregulates hedgehog signaling-pathway components in human prostate-cancer cell lines

We have previously verified that human metastatic prostate-cancer cells lack *OLFM4* expression^12^. We next studied hedgehog signaling-pathway components in human prostate-cancer cell lines stably expressing the *OLFM4* gene. We found that expression of the hedgehog-signaling components *SHH*, *PTCH1*, and *GLI1* was reduced between 30–70% in *OLFM4*-expressing prostate-cancer cells compared with control vector-transfected cells (Fig. 4a). Protein expression of the hedgehog signaling-pathway components SHH, PTCH1, GLI1, and GLI2 was also generally reduced in *OLFM4*-expressing prostate-cancer cells compared with control vector-transfected cells (Fig. 4b). In addition, AR-positive, androgen-sensitive VCaP prostate-cancer cells transiently overexpressing *OLFM4* displayed reduced expression of *SHH* and *GLI* at the mRNA level but not the protein level (Supplementary Fig. S3). The expression of *PTCH1* was not changed may be due to the specific cellular context (Supplementary Fig. S3). Collectively, these results suggest that the expression of OLFM4 in human prostate-cancer cell lines that normally lack OLFM4 expression inhibits the hedgehog-signaling pathway.

### *OLFM4* protein directly interacts with sonic hedgehog (SHH) protein, reduces level of SHH protein in the culture media of PC-3 cells, and inhibits GLI-reporter activity

To investigate whether OLFM4 protein directly or indirectly affects the hedgehog-signaling pathway, we examined OLFM4 and SHH localization in *OLFM4*-expressing PC-3 cells. The OLFM4 and SHH proteins were observed to be colocalized in these cells (Fig. 5a). The physical interaction between OLFM4 and SHH was also detected in PC-3 cells stably expressing *OLFM4* or *OLFM4*-N (a truncated deletion of *OLFM4*) using coimmunoprecipitation analysis (Fig. 5b). SHH protein secretion was significantly reduced in the conditioned culture media of PC-3 *OLFM4*-expressing cell clones compared with PC-3 vector control-transfected cell clones (Fig. 5c). These results suggest that OLFM4 downregulated both cellular and secreted levels of SHH protein.

To study whether OLFM4 protein directly inhibits hedgehog signaling-pathway activity, we performed GLI-reporter activity assays with human prostate-cancer cells. We found dose-dependent inhibitory effects when *OLFM4* plasmid was cotransfected with GLI-reporter plasmid in PC-3 (Fig. 6a) and 22RV1 cells (Fig. 6b), as well as in 293T cells (Supplementary Fig. S4a). Exogenous OLFM4 protein significantly inhibited GLI-reporter activity in 293T cells (Supplementary Fig. S4b). Further, OLFM4 protein and cyclopamine synergistically inhibited GLI-reporter activity in 293T cells (Supplementary Fig. S4b). These findings suggest that OLFM4 protein is a natural antagonist of the hedgehog-signaling pathway.

### Expression of *OLFM4*, *SHH*, and hedgehog signaling-pathway target genes in human prostate-cancer specimens reflects expression patterns seen in prostate tissue from *Olfm4*-knockout mice

Given our results observed in *Olfm4*-knockout mice and human prostate-cancer cells, we sought to analyze the expression of *OLFM4*, *SHH*, and hedgehog signaling-pathway target genes in the GSE35988^19^ and GDS2545 (GEO profiles) datasets. *OLFM4* was significantly downregulated in metastatic tumor tissue when compared with normal prostate tissue, whereas *SHH* was significantly upregulated in metastatic tumor tissue when compared with normal prostate tissue (Fig. 7a and Supplementary Fig. S5, upper row). The hedgehog-signaling direct-target genes *CCND1*, a cell-cycle regulator gene^20^,^21^, and *PDGFRA*^22^ were upregulated in human primary and metastatic tumors when compared with normal prostate tissue (Supplementary Fig. S5, lower row). An indirect regulator gene, *WNT5A*^23^, was upregulated in metastatic tumors when compared with normal prostate tissue (Supplementary Fig. S5, lower row). *WNT5A* mediates the protein kinase C pathway to promote invasion and metastasis^24^, while the *PDGFRA* gene (which encodes platelet-derived growth factor receptor alpha) upregulates the ERK signaling pathway in basal cell carcinoma^22^.

The expression of OLFM4 and SHH proteins was examined in prostate-cancer tissue-array samples using immunohistochemistry. We detected positive OLFM4 staining, but not SHH staining, in Gleason score 4–7 prostate-cancer specimens, while OLFM4 staining was reduced or lost and SHH staining was increased in Gleason scores 8–10 prostate-cancer specimens (Fig. 7b and Supplementary Table S2). The percentage of OLFM4- and SHH-positive prostate-cancer specimens was 80% and 40% in Gleason scores 4–7, and 22% and 57% in Gleason scores 8–10, respectively (Fig. 7c). Loss of protein expression of OLFM4 and increased expression of SHH were significantly associated with high grade of prostate cancer (Supplementary Table S2). These results suggest that reduced or lost *OLFM4* gene expression and increased *SHH* gene expression are associated with human prostate neoplastic progression.

## Discussion

*OLFM4* is located on chromosome 13q14.3^11^, which is frequently deleted in many human cancers, including prostate cancer. We have found previously that deletion of the *OLFM4* gene is associated with the progression of human prostate cancer^16^. Further, our functional studies of *OLFM4* in human prostate-cancer cells have demonstrated that restoration of *OLFM4* expression in the metastatic prostate-cancer cell line PC-3 significantly inhibited cancer-cell growth, invasion, and metastasis^12^. Our previous findings have strongly suggested that *OLFM4* plays a critical role in regulating progression of human prostate cancer.

*Olfm4*-knockout mice have previously been shown to demonstrate normal early development, and *Olfm4* does not appear to be essential for normal development and growth in mice^25^. Because *Olfm4* is normally expressed in the mouse prostate, we used the *Olfm4*-knockout mouse model to examine the relationship between *Olfm4* deficiency and prostate neoplastic progression. In this study, we found that approximately 70% of *Olfm4*-knockout mice developed prostatic epithelial lesions. The frequency of tumor formation in the liver, lung, and pancreas was also significantly increased in older *Olfm4*-knockout mice. Thus, the *Olfm4* gene seems to serve as a tumor suppressor in the progression of prostate cancer and other tumors.

Gene-expression profile studies of *Olfm4*-knockout mouse prostate tissue at 3 and 15 months of age demonstrated that loss of *Olfm4* significantly altered gene-expression levels of hedgehog signaling-pathway genes and target genes. Given this gene-expression profile, we explored a potential novel function of Olfm4—that of modulating the hedgehog-signaling pathway.

Overexpression of hedgehog has been reported to initiate prostate stem/progenitor cell transformation in normal murine prostate tissue and to cause lesions with characteristic prostatic intraepithelial neoplasia or/and prostatic cancer in murine prostate^10^. Furthermore, activation of the hedgehog-signaling pathway by using stable transfection of GLI in rodent prostate-cancer lines has demonstrated that hedgehog-pathway activity upregulates EMT and determines metastatic potential^4^. Interestingly, we found that *Olfm4*-knockout murine prostate displayed neoplastic progression and elevated expression of hedgehog signaling-pathway component and target genes, as well as EMT marker genes. We also obtained more evidence of OLFM4’s ability to inhibit hedgehog-signaling activity in human prostate-cancer cell lines. It has been previously shown that overexpression of hedgehog ligands in human prostate-cancer cell lines promotes growth, while a hedgehog signaling-specific inhibitor significantly reduces growth in a human prostate-cancer cell xenograft model^4^. In this study, we observed that restoration of *OLFM4* in human metastatic prostate-cancer cell lines lacking expression of *OLFM4* inhibited hedgehog-signaling activity. Based on our new findings, we postulate that OLFM4 protein binds to the SHH protein, blocks the binding of SHH to its receptor, PTCH1, and therefore inhibits hedgehog signaling-pathway activities (Fig. 7d). Conversely, loss of OLFM4 protein would increase hedgehog signaling-pathway activity and cross-talk with other pathways that mediate hedgehog-signaling pathway activities.

Taken together, our findings suggest that OLFM4 plays a critical role in regulating progression of prostate cancer and might be useful as a novel candidate biomarker for improving diagnostic/prognostic accuracy and as a likely target for therapeutic approaches to prostate cancer.

## Methods

### Mouse procedures

All animal experiments were approved by the Animal Care and Use Committee of the National Heart, Lung, and Blood Institute (NHLBI). Animal care was performed in accordance with relevant institutional and national guidelines and regulations in the animal facilities of the National Institutes of Health (NIH). Generation of *Olfm4*-knockout mice has been described previously^25^. The *Olfm4*-knockout mice were maintained by crossing *Olfm4*(+/−) mice. The animals were genotyped using PCR with primers as described previously^25^. The genetic background of these mice was 50% 129/SV and 50% National Institutes of Health Black Swiss.

### Mouse tissue collection, histopathological analysis, and immunohistochemistry

Prostate microdissection was performed following a previously described procedure^26^; other tissues were also harvested at the time of sacrifice. Histological and immunohistochemical analyses were performed on formalin-fixed paraffin sections as previously described^16^. Histological analysis was performed on HE-stained tissue slides on a blinded basis by Dr. Victoria Hoffmann, DVM, DACVP (Division of Veterinary Resources/NIH), Dr. Jaime Rodriguez-Canales MD (a pathologist in the Laboratory of Pathology, National Cancer Institute, NIH), and one of the authors (Dr. H. Li, MD, PhD). LG-PIN (I–II) and HG-PIN (III–IV) were identified according to recommendations for scoring mouse prostate-cancer models that have been published previously^26^,^27^. Immunohistochemical staining was performed with the following antibodies: anti-AR (PG-21; Millipore); anti-p63 (Santa Cruz Biotechnology, Inc.); anti-synaptophysin SY38 (Abcam); and anti-Ki67 antigen (polyclonal, NovoCastra Laboratories). Secondary antibodies, Super Sensitive MultiLink, and Super Sensitive Label were purchased from BioGenex. Dark brown color was developed with chromagen (BioGenex) and counterstained with hematoxylin. The Ki67-staining samples were evaluated by counting a total of thousands cells in 5 areas of each sample.

All images were acquired using an Olympus BX51 microscope (Olympus) and Qimaging Camera with Q Capture pro software (Qimaging). Images were acquired using the ×60 Uplan Apo objective (1.42 oil), then imported into Adobe Photoshop for presentation.

### Immunofluorescent staining

Immunofluorescent staining of human prostate-cancer cells was performed with anti-V5 (Invitrogen) or anti-SHH (Millipore) antibodies, and immunofluorescent staining of mouse prostate tissues was performed with an anti-OLFM4 polyclonal antibody^28^, followed by secondary antibody (Alexa Fluor 488-conjugated goat anti-rabbit or anti-mouse or Alexa Fluor 596-conjugated goat anti-rabbit or anti-mouse; all from Invitrogen). Nuclei were counterstained with DAPI (4′,6-diamidino-2-phenylindole dihydrochloride).

All images were acquired using an Olympus BX51 microscope and Qimaging Camera with Q Capture pro software. Images were acquired using the ×60 Uplan Apo objective (1.42 oil), then imported into Adobe Photoshop for presentation.

### Gene-microarray analysis

Total RNA was purified from whole prostate tissue from wild-type and *Olfm4*-knockout mice at 3 and 15 months of age using the RNeasy Plus Mini Kit (Qiagen). cDNA microarray analyses were performed by the National Institute of Diabetes and Digestive and Kidney Diseases (NIDDK) Core Facility at the NIH using Affymetrix Mouse Genome 430 2.0 Array GeneChips (Affymetrix). Five biological replications were used for the wild-type or *Olfm4-*knockout prostate RNA extracted from 5 individual mice. The microarray signals were analyzed using the Affymetrix RMA algorithm. Analysis of variance results, false discovery rate reports, and heatmaps were generated using Partek Genomic software 6.5 (Partek). Enrichment analyses of GO categories, which include disease markers, as well as biological process and pathway analyses, were performed using MetaCore web-access software (http://www.genego.com).

### Genomic DNA PCR and qRT-PCR analysis

qRT-PCR was conducted as previously described^12^. The TaqMan real-time PCR primers and probes were purchased from Applied Biosystems. Relative expression was calculated using ΔΔCt methods. Genomic DNA and total RNA were extracted from mouse prostate and genomic DNA PCR^25^ and semi-quantitative RT-PCR^12^ were performed as previously described.

### Western-blot analysis

Samples were separated using 4–12% polyacrylamide gel electrophoresis, transferred to polyvinyldiene fluoride membrane, and hybridized with anti-OLFM4 (Sino Biological Inc.), anti-SHH, PTCH1, GLI1, or GLI2 or anti-Shh, Ptch1, Gli1, or Gli2 (Abcam), anti-β-actin (Santa Cruz Biotechnology, Inc.), or anti-caspase 3 (Cell Signaling Technology, Inc.) antibodies overnight at 4 °C. The membranes were then incubated with secondary antibody and signal developed with Amersham ECL Western-blotting detection reagents (GE Healthcare).

### Generation of stably expressing *OLFM4*-GFP prostate-cancer cell clones

PC-3, 22RV1, and DU145 human prostate-cancer cell lines were purchased from ATCC. We have previously verified that human metastatic prostate-cancer cells lack *OLFM4* expression^12^. The construction of vector-V5 tag, *OLFM4*-V5 tag, and truncated mutant *OLFM4*-Flag tag plasmids and their stable expression in plasmid cell clones have been previously described^12^,^16^. PC-3V (vector-transfected control) clone, PC-3W (full-length *OLFM4*-V5 tag-expressing) clone, and PC-3N (expressing a truncated mutant of *OLFM4*-Flag tag in which the olfactomedin domain is missing) clone cells were cultured in RPMI 1640 media containing 10% fetal bovine serum (FBS) until 90% confluent^16^,^28^. The pCMV-6-AC-GFP tag-vector and pCMV-6-*OLFM4*-GFP tag plasmids were purchased from Origene. Stably expressing *OLFM4*-green fluorescent protein (GFP) tag-expressing prostate-cancer cell clones (O) or vector-GFP tag-transfected control prostate-cancer cell clones (V) were established following previously described protocols^12^,^16^.

### Generation of transiently overexpressing *OLFM4*-GFP prostate-cancer cells

The human AR-positive, androgen-sensitive prostate-cancer cell line VCaP was purchased from ATCC. VCaP cells were maintained in DMEM containing 10% FBS. For transient transfection, the cells (5 × 10^5^) were plated in 6-well plates and transfection performed with pCMV-6-AC-GFP tag-vector or pCMV-6-*OLFM4*-GFP tag plasmids, using Lipofectamine 2000 transfection reagent (Invitrogen) according to the manufacturer’s instructions.

### Coimmunoprecipitation assays

For coimmunoprecipitation assays, PC-3 cells were harvested and lysed in immunoprecipitation lysis buffer^29^. Culture media were harvested from 48-h cell cultures in T75 flasks. Cell lysates (500 μg in 0.5 mL) were mixed with 2 μg of normal IgG or antibody to Flag (Sigma-Aldrich) or V5 (Invitrogen), then incubated for 3 h at 4 °C. Following this incubation, 100 μL of rec-Protein G-Sepharose 4B conjugate (Invitrogen) was added and incubated with mixing overnight at 4 °C. After centrifugation at 3,000 × *g* for 1 min, supernatants were aspirated and discarded. Pellets were washed in lysis buffer 3 times for 15 min. Sample buffer (30 μL) was added to the agarose pellets, which were then boiled for 10 min. Samples were then subjected to Western-blot analysis.

### GLI-reporter assays

The Cignal reporter and Cignal lenti reporter assay kits were purchased from Qiagen. Transient transfection of 293T cells (ATCC) or prostate-cancer cells with Cignal lentiviral particles or GLI-reporter plasmids was performed following the manufacturer’s instructions. Briefly, for Cignal lenti reporter transfection, 1 × 10^4^ cells/well of 293T cells were plated onto 96-well plates and transfected with Cignal lentiviral particles following the manufacturer’s instructions. After 48 h, the cells were treated with different concentrations of OLFM4 protein (Sino Biological Inc.) (1.5–6.0 μM) and/or SHH-N (R&D Systems) (200 nM) in Opti-MEM containing 0.5% FBS for 24 h in 96-well plates. In some assays, cyclopamine (1 μM) was included in the culture media. For transient cotransfection of GLI-reporter plasmid and vector control plasmid, *OLFM4* cDNA plasmid, and/or carry plasmids (empty vector only), 2 × 10^6^ cells/well of 293T cells were plated onto 6-well plates or 1 × 10^5^ cells/well of PC-3 or 22RV1 cells were plated onto 24-well plates. The cells were transfected with GLI-reporter plasmids combined with *OLFM4* cDNA plasmids or control vector plasmids and/or carry plasmids. After 48 h, the cells were treated with 100 nM SHH-N in Opti-MEM containing 0.5% FBS for 24 h in 96-well plates. GLI-reporter activity was detected using a dual-luciferase reporter assay system (Promega).

### SHH ELISA assays

SHH ELISA was performed using the ab100639-Sonic Hedgehog Human ELISA Kit (Abcam). Briefly, cell-culture media samples were harvested from 3 individual wells of 12-well plates after culturing for 6, 18, 24, 30, 42, or 54 h and diluted 10-fold by using 1× assay diluent B, then incubated overnight at 4 °C in the ELISA plate. The OD values were measured at 450 nm with a 1420 Multilabel Counter (Perkin Elmer Inc.).

### TUNEL assays

TUNEL assays were performed according to the instructions for the *In Situ* Cell Death Detection Kit (Roche). The proportion of positive cells was determined by counting a total of thousands cells in 5 areas of each sample.

#### Human prostate cancer tissue array and immunohistochemistry

Prostate cancer tissue arrays were purchased from US Biomax (catalogue number PR803). The immunohistochemical staining with OLFM4 antibody and SHH antibody (ab53281, abcam) and quantitation of immunohistochemistry staining results was performed as previously described^16^.

### Statistical analysis

Statistical analyses were performed using the Student’s t-test, ANOVA, log-rank test, or the Mann-Whitney U test. *P*-values <0.05 were considered statistically significant.

### Accession website

The GEO submission number for the microarray data discussed in this publication is GSE39989. The GEO database is available at http://www.ncbi.nlm.nih.gov/geo.

## Additional Information

**How to cite this article**: Li, H. *et al.* Olfactomedin 4 deficiency promotes prostate neoplastic progression and is associated with upregulation of the hedgehog-signaling pathway. *Sci. Rep.* **5**, 16974; doi: 10.1038/srep16974 (2015).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
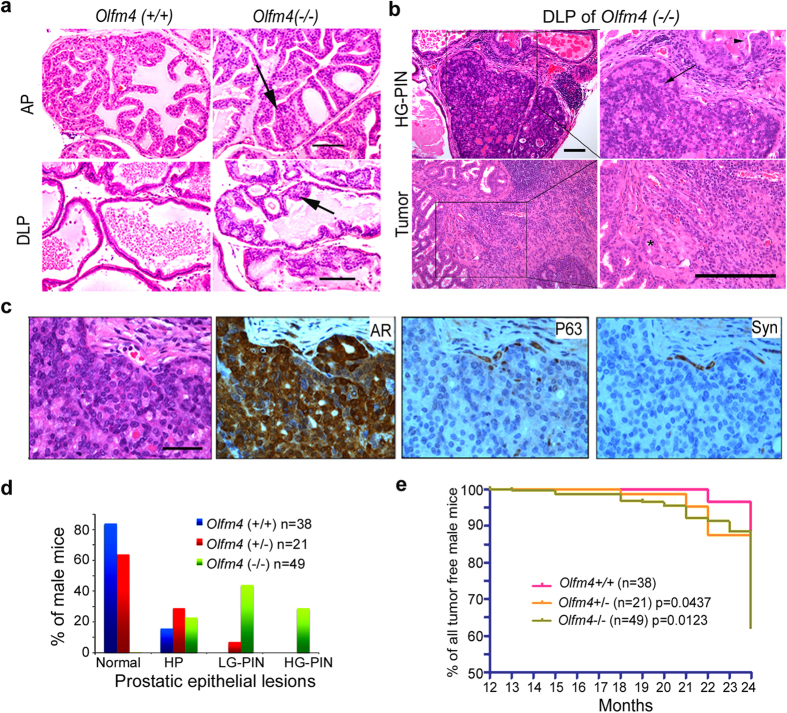
Loss of *Olfm4* leads to murine prostate neoplasia. (**a**) Representative lower-grade prostatic intraepithelial neoplasia (LG-PIN) in the anterior prostate (AP) and dorsal-lateral prostate (DLP) of HE-stained sections from littermate *Olfm4*(+/+) and *Olfm4*(−/−) mice at 18 months of age. Scale bar, 100 μm. Arrow indicates LG-PIN. (**b**) Representative prostate epithelial lesions (upper panels) and tumor (lower panels) in the DLP of HE-stained sections from *Olfm4*(−/−) mice. Arrowhead indicates hyperplasia and arrow indicates higher-grade prostatic intraepithelial neoplasia (HG-PIN) (upper right panel), and asterisk indicates microinvasion in tumor (lower right panel) at 20 months (upper panels) and 23 months (lower panels) of age. Scale bar, 100 μm. (**c**) Identification of tumor type from DLP of *Olfm4*(−/−) mice at 20 months of age using cell markers. Sections were stained with HE or with antibodies to specific cellular markers: androgen receptor (AR); the basal cell marker p63 (P63); and the neuron endocrine cell marker synaptophysin SY38 (Syn). Scale bar, 50 μm. (**d**) The percentage of prostatic epithelial lesions in 13–24-month-old *Olfm4*(+/+), (+/−), and (−/−) mice. HP, hyperplasia; LG-PIN, lower-grade prostatic intraepithelial neoplasia; HG-PIN, higher-grade prostatic intraepithelial neoplasia. (**e**) The Kaplan-Meier plot for tumor-free 13–24-month-old *Olfm4*(+/+), (+/−), and (−/−) mice. The significance of differences between experimental groups was determined by the log-rank test.

**Figure 2:**
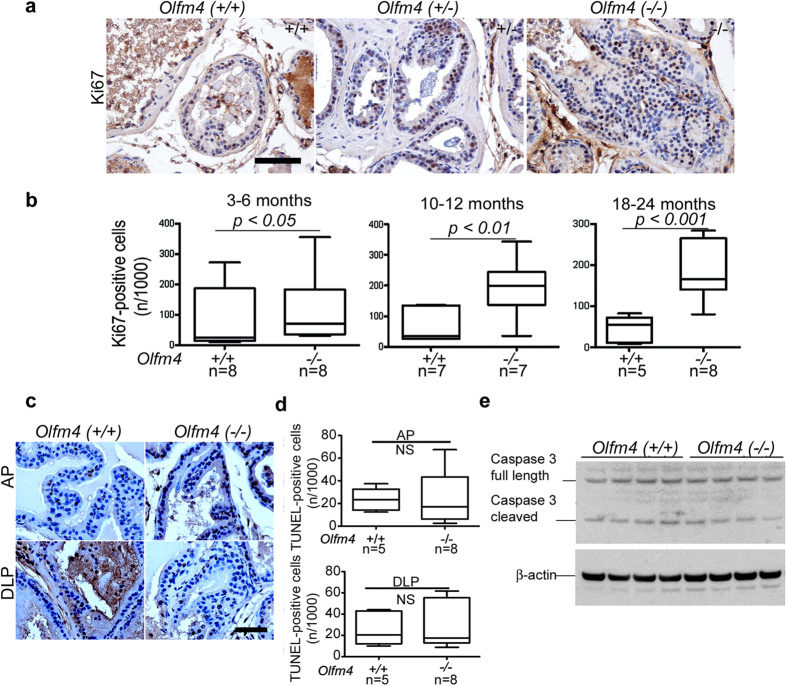
*Olfm4* deficiency enhances proliferation but does not alter apoptosis in prostate epithelial cells. (**a**) Representative images of Ki67 staining in sections of DLP tissue from *Olfm4*(+/+), *Olfm4*(+/−), and *Olfm4*(−/−) mice at 12 months of age. Bar, 100 μm. (**b**) Quantitative results of Ki67 staining in DLP of *Olfm4*(+/+) and *Olfm4*(−/−) mice at 3–6, 10–12, or 18–24 months of age. Error bars represent the SD. The significance of differences between experimental groups was determined by the Student’s t-test. (**c**) Representative images of TUNEL assays of AP and DLP from littermate 18–24-month-old *Olfm4*(+/+) and *Olfm4*(−/−) mice. Scale bar, 50 μm. Bar graphs represent the quantitative results of TUNEL staining. NS, not significant. Error bars represent the SD. The significance of differences between experimental groups was determined by the Student’s t-test. (**d**) Western-blot analysis of protein expression for caspase 3 in prostate tissues from *Olfm4*(+/+) and *Olfm4*(−/−) mice at 3 months of age. β-actin was used as a loading control.

**Figure 3:**
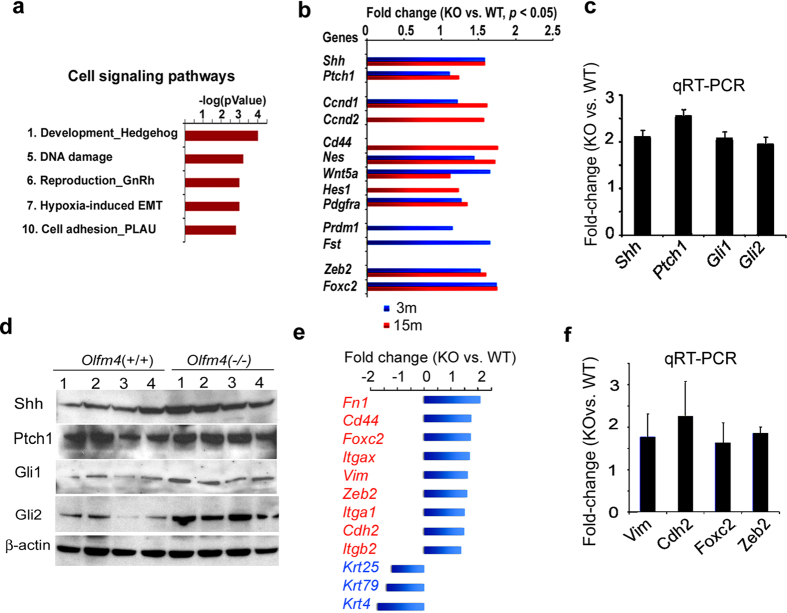
*Olfm4* deficiency is associated with expression of hedgehog signaling-pathway and target genes in murine prostate. (**a**) Cell-signaling pathways identified from GeneGo analyses of upregulated gene expression in prostate tissues of *Olfm4*(−/−) mice at 3 months of age. (**b**) Mean fold-change in expression of hedgehog signaling-pathway target genes in microarray analyses of prostate tissues from wild-type (WT; n = 4 or 3) and *Olfm4*-knockout (KO; n = 4 or 3) mice at 3 and 15 months of age. The significance of differences between experimental groups was determined by ANOVA. (**c**) Mean (±SD, n = 5) fold-change (knockout [KO] vs. wild-type [WT]) in expression of hedgehog signaling-pathway component genes in 3-month-old mouse prostate determined using qRT-PCR. The significance of differences between experimental groups was determined by the Student’s t-test. (**d**) Western-blot analysis of protein expression of hedgehog signaling-pathway components in 3-month-old *Olfm4*(+/+) and *Olfm4*(−/−) mouse prostate. β-actin was used as a loading control. (**e**) Mean fold-change in expression of upregulated (red text) and downregulated (blue text) genes for EMT, cytokeratin, and stem/progenitor-cell markers in microarray analyses of prostate tissues from *Olfm4*(−/−) mice when compared with littermate *Olfm4*(+/+) mice at 15 months of age. The significance of differences between experimental groups was determined by ANOVA. (**f**) Mean (±SD, n = 5) fold-change (knockout [KO] vs. wild-type [WT]) in expression of EMT genes in 15-month-old mouse prostate determined using qRT-PCR. The significance of differences between experimental groups was determined by the Student’s t-test.

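For the other pathways of Fig. 3a, gene lists written from textbook knowledge were tested in the 3-month-old prostate. Of 13 measured genes of plasminogen activation and matrix proteases, out of 15 listed, 8 had a higher mean in knockout prostate. Of them 1, *Plat*, was higher when adjusted over the list alone in limma with array day. Its unadjusted p was 2.8e-04 in that fit, 0.0041 in limma without array day and 0.015 in ANOVA. *Plat*, which encodes tissue plasminogen activator, had a log2 fold change of 0.70 (standard error 0.11, adjusted p = 0.102, or 0.00367 over the list alone), and 0.042 at a second, dimmer probe set. *Plau*, which encodes urokinase, had one of 0.26 (standard error 0.19, adjusted p = 0.608). The list's mean log2 value relative to all arrays was 0.40 in knockout array 1 and between -0.048 and -0.023 in the other knockout arrays, and those of smooth muscle and endothelial markers were also highest in knockout array 1, at 0.47 and 0.41.

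Of 16 measured DNA damage response genes, out of 18 listed, 4 had a higher and 12 a lower mean. At an unadjusted p under 0.05 none was higher and 1 was lower, in limma and in ANOVA alike. That gene, *Xrcc5*, which encodes the DNA end-joining protein Ku80, had a log2 fold change of -0.32 (standard error 0.079, adjusted p = 0.231). Of 18 measured genes of GnRH receptor signaling and its immediate early response, out of 21 listed, 3 had a higher and 15 a lower mean. The stress-response transcription factor genes *Atf3* and *Nr4a1* had log2 fold changes of -0.59 (standard error 0.14, adjusted p = 0.209) and -0.52 (standard error 0.20, adjusted p = 0.343), and *Prkcd*, a protein kinase C gene, had one of -0.20. These 3 were lower at an unadjusted p under 0.05 in limma, and 2 genes were in ANOVA. Of 14 hypoxia-response genes, 5 had a higher and 9 a lower mean. *Vegfa*, which encodes an angiogenic growth factor, had a log2 fold change of 0.23 (standard error 0.084, adjusted p = 0.332) and *Adm*, which encodes adrenomedullin, one of -0.19 (standard error 0.075, adjusted p = 0.368). ANOVA gave 2 higher and 1 lower hypoxia gene at an unadjusted p under 0.05, and limma gave 1 and 1.

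No gene of these 4 lists passed an adjusted p under 0.05 over all probe sets in limma or in ANOVA. The means over the lists were 0.14, -0.090, -0.16 and -0.011 in the order above, and their adjusted p in camera was 0.217, 0.277, 0.277 and 0.753. Without knockout array 1 the plasminogen mean was 0.029. Leaving out knockout array 4 gave a GnRH mean of -0.036, and leaving out knockout array 3 one of -0.27 that passed (camera with a preset correlation, adjusted p = 0.0263). With an estimated correlation, on all arrays, the GnRH list had an adjusted p of 0.884. The hypoxia mean was between -0.055 and 0.035 without 1 array. Among the 1141 higher genes, 1 was from the plasminogen list, 1 from the hypoxia list, and none from the DNA damage or GnRH lists (Fisher's exact test, 1-sided, p = 0.569, 0.596, 1 and 1).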

**Figure 4:**
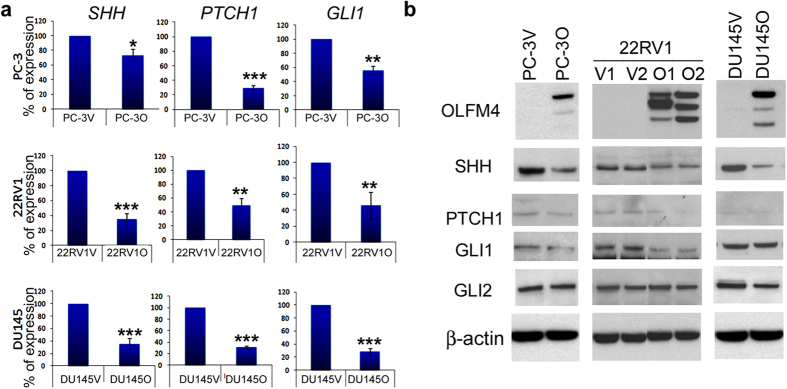
*OLFM4* downregulates hedgehog signaling-pathway components in human metastatic prostate-cancer cells. The *OLFM4* stably expressing human metastatic prostate-cancer cell clones PC-3V (vector-GFP tag), PC-3O (*OLFM4*-GFP tag); DU145V (vector-GFP tag), DU145O (*OLFM4*-GFP tag); 22RV1V (vector-GFP tag clone 1 and 2), and 22RV1O (*OLFM4*-GFP tag clone 1and 2; clone 1 data are presented in panel a) were established. (**a**) qRT-PCR analysis of *SHH*, *PTCH1*, and *GLI1* in prostate-cancer cell clones. Data represent the mean (±SD) percent expression in *OLFM4*-GFP tag-expressing cell clones compared with vector-GFP tag-expressing cell clones (value set at 100%) (n = 3). *P < 0.05; **P < 0.01; ***P < 0.001. The significance of differences between experimental groups was determined by the Student’s t-test. (**b**) Western-blot analysis of protein expression for OLFM4, SHH, PTCH1, GLI1, and GLI2 in prostate-cancer cell clones. β-actin was used as a loading control.

**Figure 5:**
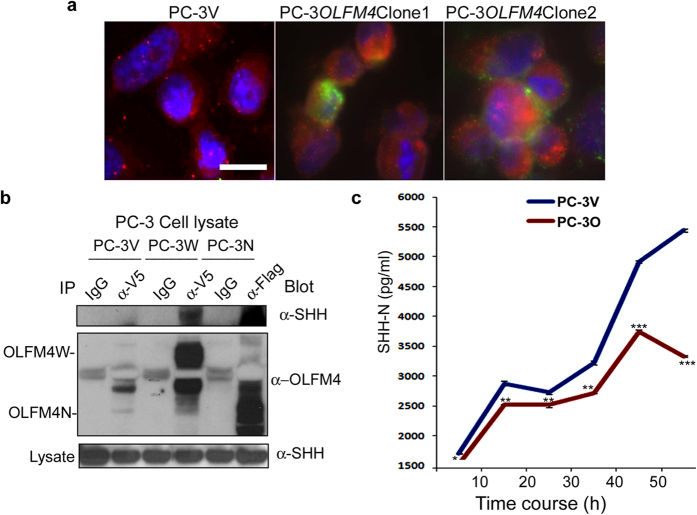
OLFM4 protein directly interacts with SHH protein and reduces SHH protein level in the culture media of PC-3 cells. (**a**) Immunofluorescent staining of PC-3 cells transfected with *OLFM4*-V5 tag (PC-3*OLFM4* clones) or vector control (PC-3V), using anti-V5 (green) anti-SHH (red) antibodies. Nuclei were counterstained with DAPI (blue). Scale bar, 50 μm. (**b**) Coimmunoprecipitation analysis of OLFM4 and SHH. Cell lysates of PC-3 vector control-transfected cell clones (PC-3V), PC-3 cell clones stably expressing *OLFM4*-V5 tag (PC-3W), or PC-3 cell clones expressing *OLFM4*-N (a truncated deletion of *OLFM4*)-Flag tag (PC-3N) were immunoprecipitated with anti-V5 or anti-Flag (or normal IgG) antibody. Immunoprecipitates were subjected to Western-blot analysis with anti-SHH (upper panel) or anti-OLFM4 (middle panel) antibody. Total lysate subjected to Western-blot analysis with anti-SHH antibody was used as a loading control (lower panel). IgG indicates a normal IgG used as a negative control in the immunoprecipitation assays presented. (**c**) Time course of SHH protein secretion into the culture media of vector control-transfected PC-3 (PC-3V) and *OLFM4*-transfected PC-3 (PC-3O) cell clones. The cell-culture media (RPMI 1640 containing 0.5% FBS) was harvested from 3 individual wells of 12-well plates after culturing for 6, 18, 24, 30, 42, or 54 h. SHH secretion was determined by ELISA. Data represent the mean ± SD (n = 3). *P < 0.05, **P < 0.01, ***P < 0.001. The significance of differences between experimental groups was determined by ANOVA.

**Figure 6:**
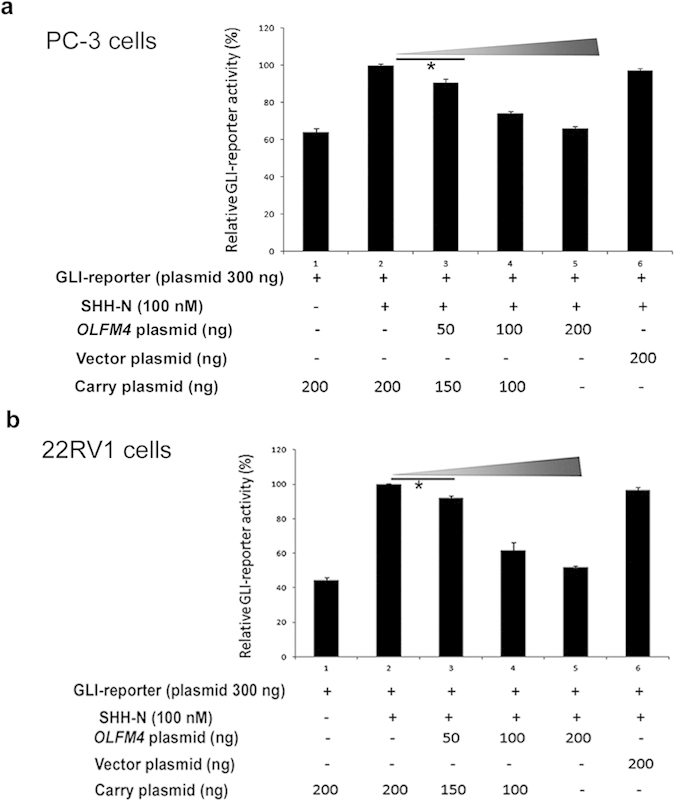
OLFM4 inhibits GLI-reporter activity in prostate-cancer cells. Effects of the *OLFM4* gene on GLI-reporter activity in PC-3 cells (**a**) and 22RV1 cells (**b**). Bar graph represents the relative GLI-reporter activity that was normalized by using cotransfection with *Renilla* luciferase and detected using the dual-luciferase reporter assay system. The mean percent was obtained by comparing activity in triplicate transfections for each experimental condition to the activity for the SHH-N–treated sample (number 2; value set at 100%). SHH-N protein (100 nM) was added 48 h after transfection, and GLI-reporter activity was measured 24 h later. Carry plasmid indicates plasmid carried empty vector. Data represent the mean ± SD of triplicate experiments. *P < 0.05. The significance of differences between experimental groups was determined by ANOVA. Shadow triangle indicates dose of *OLFM4* cDNA plasmid.

**Figure 7:**
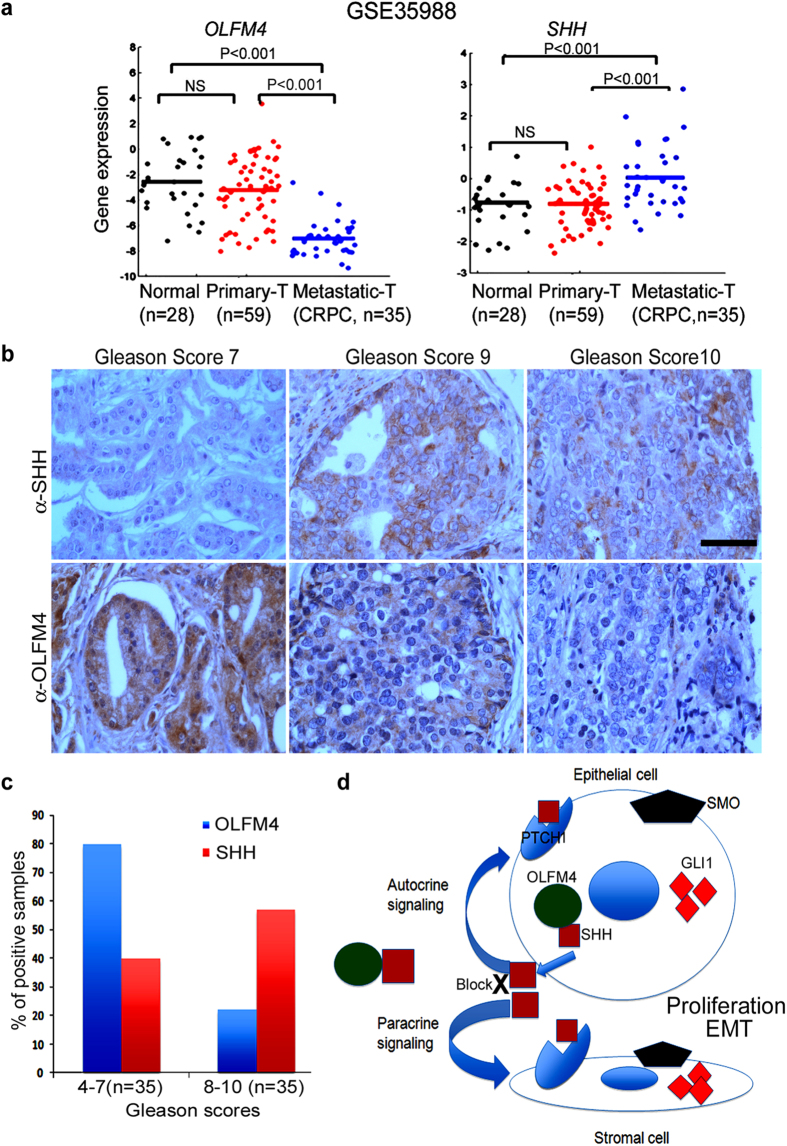
*OLFM4* expression is decreased and *SHH* expression is increased in human prostate-cancer progression. (**a**) Gene-expression levels in published human prostate tissue GSE35988 microarray data. Scott plot graphs represent the relative expression of *OLFM4* and *SHH* in normal prostate, primary prostate tumors, and metastatic prostate tumors. NS, not significant. CRPC, castrate-resistant prostate cancer. The significance of differences between any 2 stages was determined by Mann-Whitney U tests. (**b)** Representative images of immunohistochemistry analysis of SHH and OLFM4 expression in human prostate-cancer tissue-array specimens with different Gleason scores. Scale bar, 100 μm. (**c**) Bar graph represents quantitation of immunohistochemistry staining results from (**b**). (**d**) A model illustrating the function of OLFM4 in regulating hedgehog signaling-pathway activities. OLFM4 protein binds to the SHH protein and blocks its binding to the PTCH1 receptor, therefore inhibiting autocrine and paracrine signaling-pathway activities that regulate cellular proliferation and EMT.

# Supplementary material for: Olfactomedin 4 deficiency promotes prostate neoplastic progression and is associated with upregulation of the hedgehog-signaling pathway
**Source:** Sci Rep. 2015 Nov 19;5:16974. doi: 10.1038/srep16974
**Supplement:** Supplementary Information

**Olfactomedin 4 deficiency promotes prostate neoplastic progression and is associated with upregulation of the hedgehog-signaling pathway**

Hongzhen Li, Wenli Liu, Weiping Chen, Jianqiong Zhu, Chu-Xia Deng, and Griffin P. Rodgers

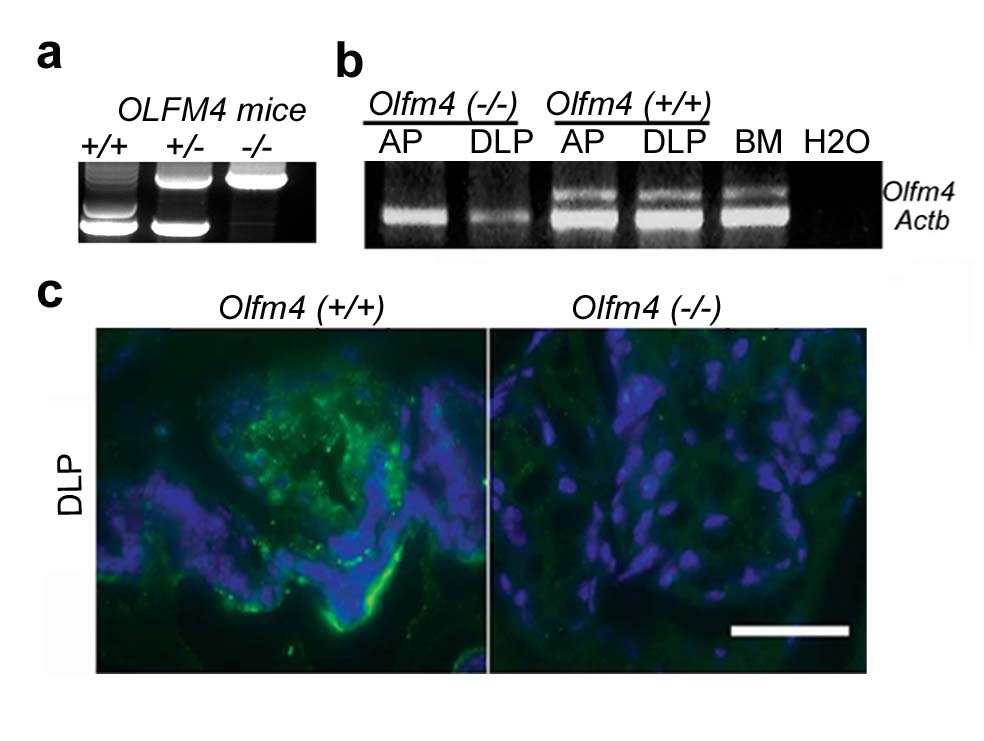

**Supplementary Figure S1. Validation of *Olfm4* gene deletion in prostate tissues from *Olfm-* knockout mice.** (**a**) PCR genotype of *Olfm4*(+/+), (+/-), and (-/-) mice at one month of age. (**b**) Semi-quantitative RT-PCR for detecting *Olfm4* mRNA expression in anterior prostate (AP) and dorsal-lateral prostate (DLP) mouse tissues at three months of age. BM is mouse bone marrow mRNA as a positive control. H2O is water as a negative control. *Actb* was used as an internal control. (**c**) Representative images of fluorescent immunostaining of frozen DLP tissue with OLFM4 antibody from *Olfm4*(+/+) and *Olfm4*(-/-) mice at three months of age. Nuclei were counterstained with DAPI (blue). Scale bar, 50 m.

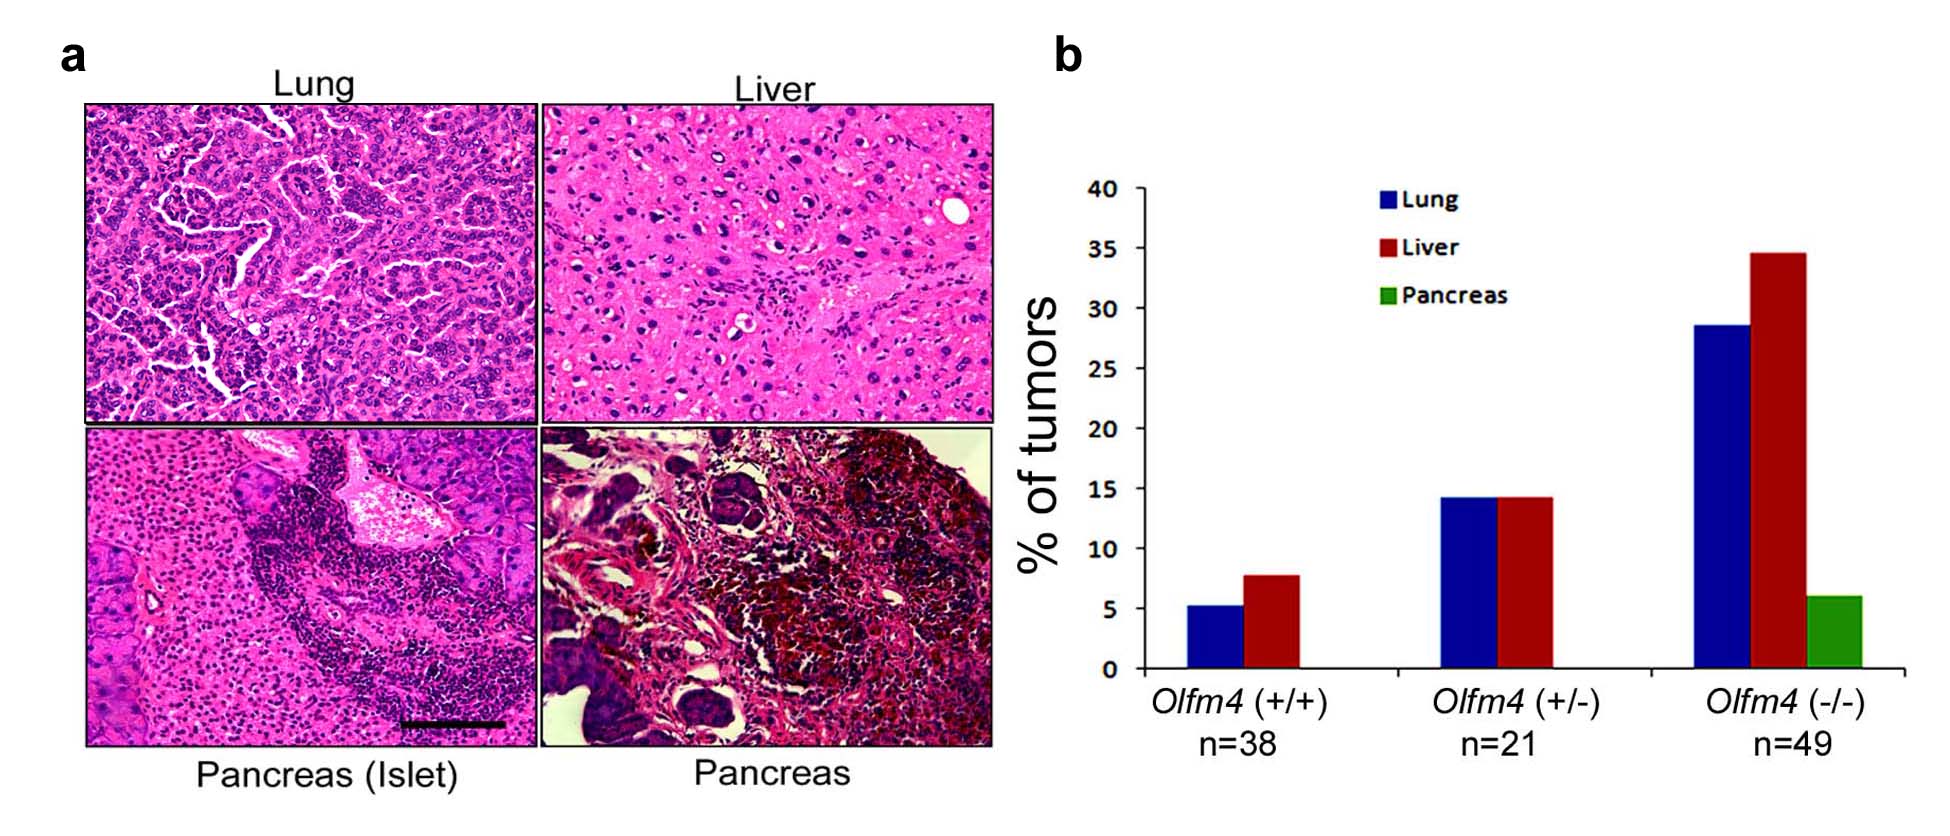

**Supplementary Figure S2. *Olfm4* deficiency increased tumor incidence in the lung, liver, and pancreas.** (**a**) HE staining of lung, liver, and pancreas tumors. The tumors were harvested from *Olfm4*(-/-) mice at 13–24 months of age. Scale bar, 50 m. (**b**) The percentage of *Olfm4*(+/+), (+/-), and (-/-) mice at 13–24 months of age with lung, liver, or pancreas tumors.

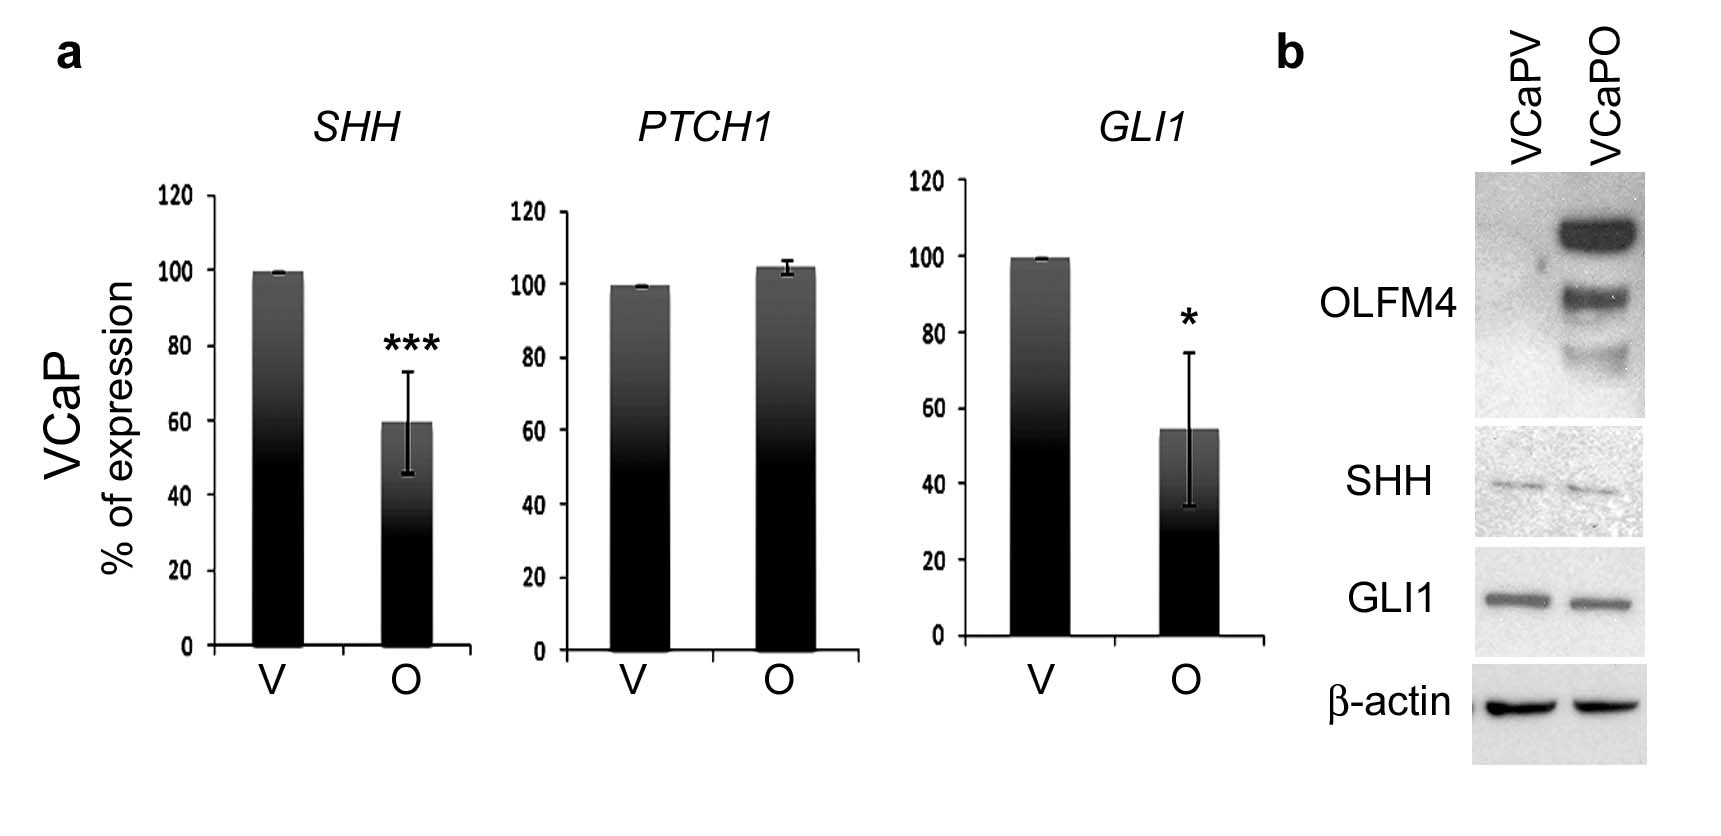

**Supplementary Figure S3. *OLFM4* downregulates mRNA expression of *SHH* and *GLI1* after 48h transient-transfection in human AR-positive, androgen-sensitive VCaP prostate-cancer cells.** Human AR-positive, androgen-sensitive VCaP prostate-cancer cells were transiently transfected with the *OLFM4* gene. (**a)** qRT-PCR analysis of *SHH*, *PTCH1*, and *GLI1* in VCaP cells after transient transfection for 48h. Non-transfected (-); transfected with vector-GFP tag (V); and transfected with *OLFM4*-GFP tag (O). Data represent the mean (±SD) percent expression in *OLFM4*-GFP tag-expressing cells compared with vector-GFP tag-expressing cells (value set at 100%) (n=5). **P* < 0.05; ***P* < 0.01. The significance of differences between experimental groups was determined by the Student’s t-test. (**b**) Western-blot analysis of protein expression for OLFM4, SHH, and GLI1 in VCaP cells. -actin was used as a loading control.

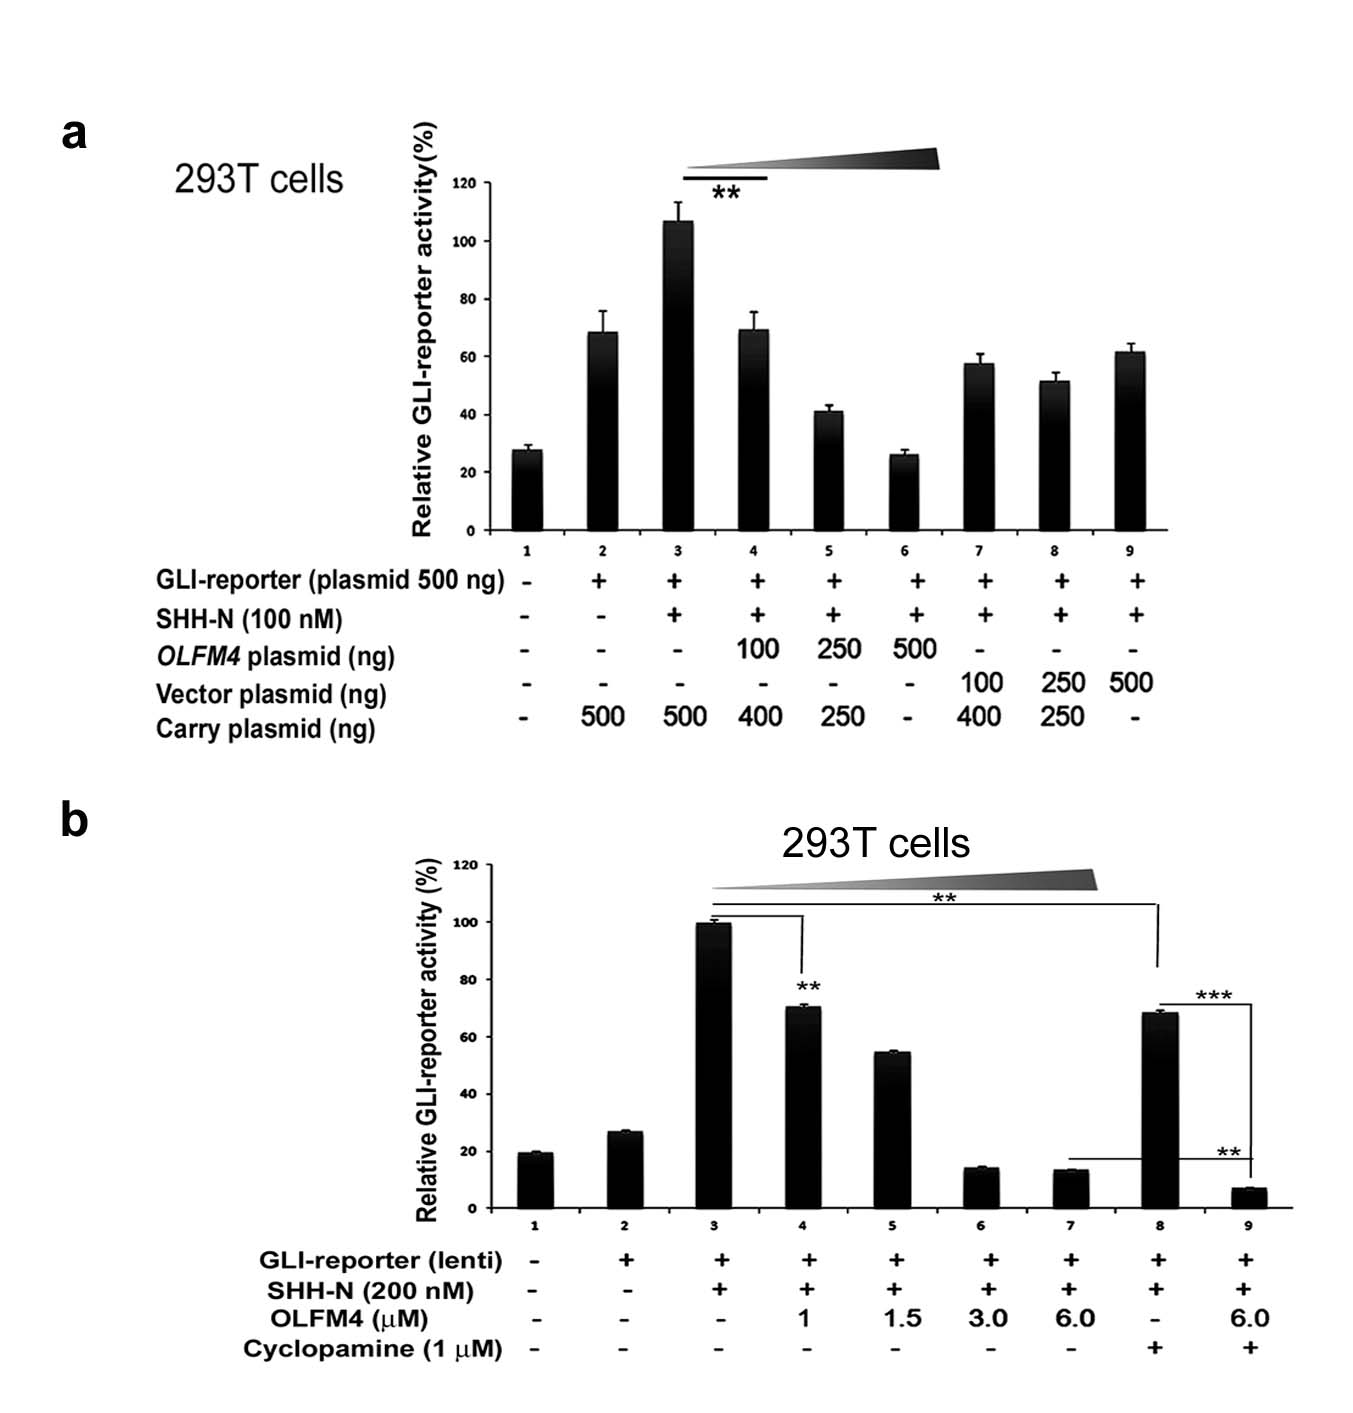

**Supplementary Figure S4. OLFM4 inhibits GLI-reporter activities in 293T cells.** (**a**) Effects of the *OLFM4* gene on GLI-reporter activity in 293T cells. Bar graph represents the relative GLI-reporter activity that was normalized by using cotransfection with *Renilla* luciferase and detected using the dual-luciferase reporter assay system. The mean percent was obtained by comparing activity in triplicate transfections for each experimental condition to the activity for the SHH-N–treated sample (number 3; value set at 100%). SHH-N protein (100 nM) was added 48 h after transfection, and GLI-reporter activity was measured 24 h later. Carry plasmid indicates plasmid carried empty vector. Data represent the mean ± SD of triplicate experiments. ***P* < 0.01. Shadow triangle indicates dose of *OLFM4* cDNA plasmid. (**b**) Effects of OLFM4 protein on GLI-reporter activity in 293T cells. Bar graph represents the relative GLI-reporter activity that was normalized by using cotransfection with *Renilla* luciferase and detected using the dual-luciferase reporter assay system. Cignal lenti reporter transfection was performed with 1×104 cells/well of 293T cells in 96-well plates following the manufacturer’s instructions. SHH protein (200 nM) and different concentrations of OLFM4 protein were added 48 h after transfection; in some assays, 1 M cyclopamine was also added at this timepoint. GLI-reporter activity was measured 24 h later. The mean percent was obtained by comparing activity in triplicate transfections for each experimental condition to the activity for the SHH-N–treated sample (number 3; value set at 100%). Data represent the mean ± SD of triplicate experiments. ***P* < 0.01, ****P* < 0.001. Shadow triangle indicates dose of OLFM4 protein. The significance of differences between experimental groups was determined by ANOVA for (a) and (b).

**
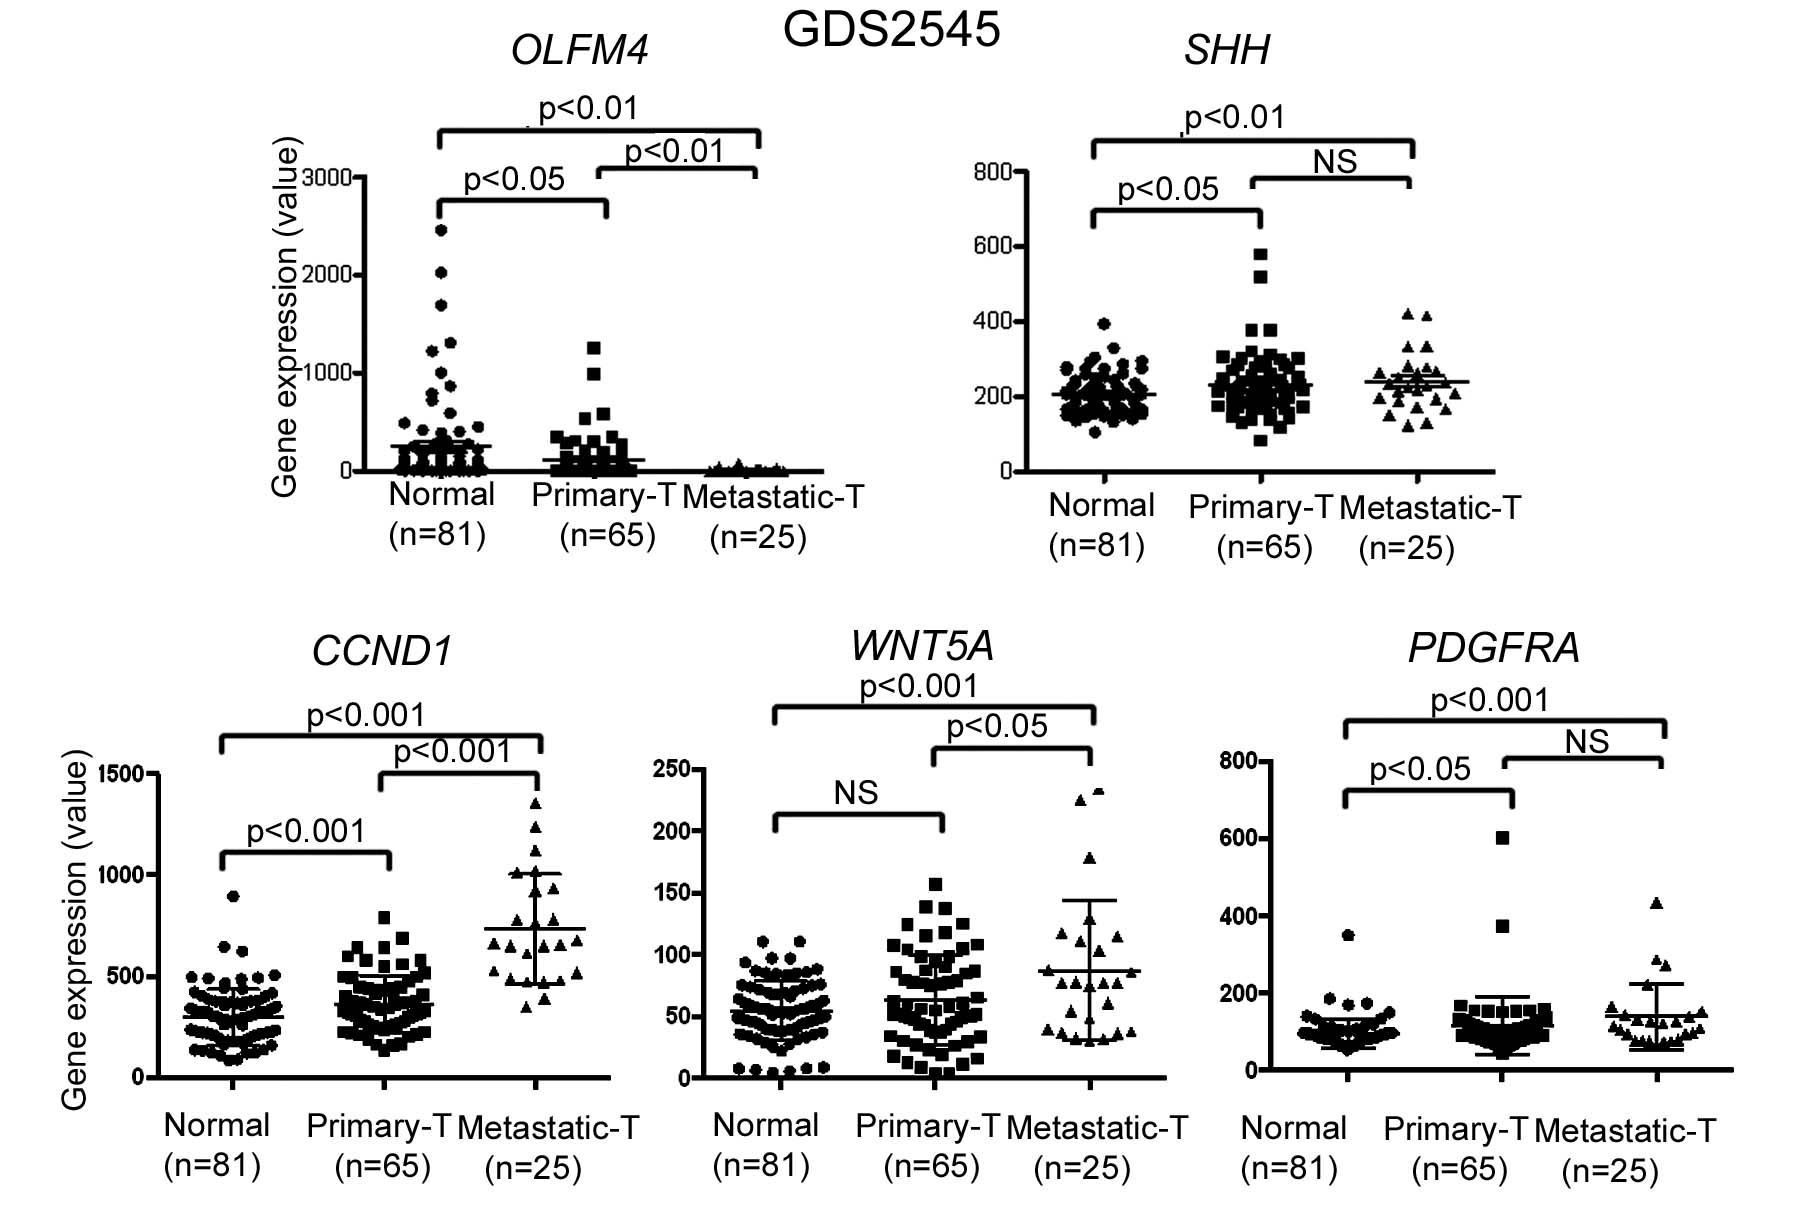
**

**Supplementary Figure S5. *OLFM4 gene* expression is decreased and *SHH* and hedgehog signaling-pathway target gene expression is increased in human prostate-cancer progression.** Gene-expression levels in published human prostate tissue GDS2545 microarray data. Scott plot graphs represent the relative expression of *OLFM4*, *SHH,* and the hedgehog signaling-pathway target genes *CCND1, WNT5A, and PDGFRA* in normal prostate, primary prostate tumors, and metastatic prostate tumors.NS, not significant. The significance of differences between any 2 stages was determined by Mann-Whitney U tests.

**Supplementary Table S1. Summary of prostatic epithelial lesions in *Olfm4* wild-type (+/+), heterozygous (+/-), and knockout (-/-) mice by age**

Genotype Total Normal Hyperplasia LG-PIN HG-PIN

+/+

3–6 months 31 31 0 0 0

10–12 months 17 16 1 0 0

18–24 months 17 15 2 0 0

+/-

3–6 months 23 19 4 0 0

10–12 months 13 8 2 2 1

18–24 months 14 9 4 1 0

-/-

3–6 months 31 20 11 0 0

10–12 months 17 4 8 5 0

18–24 months 25 1 6 11 7

LG-PIN, lower-grade prostatic intraepithelial neoplasia; HG-PIN, higher-grade prostatic intraepithelial neoplasia.

**Supplementary Table S2. The relationship of protein expression of OLFM4 and SHH in prostate-cancer tissue-array specimens with different Gleason scores**

|  |  | Gleason score | |  |  |
| --- | --- | --- | --- | --- | --- |
| OLFM4 | SHH | 4–7 | 8–10 | Total | %8–10 |
| Neg | Pos | 1 | 12 | 13 | 92% |
| Neg | Neg | 8 | 6 | 14 | 43% |
| Pos | Pos | 13 | 8 | 21 | 38% |
| Pos | Neg | 15 | 3 | 18 | 17% |
| Total |  | 37 | 29 | 66 |  |
|  |  |  |  |  |  |
| Logistic Regression for prediction of high Gleason Score | | | | | |
|  |  |  |  |  |  |
| Variable | Odds Ratio | 95% LCI | 95% UCI | P |  |
| OLFM4 Neg | 7.65 | 2.19 | 26.77 | 0.002 |  |
| SHH Pos | 5.77 | 1.66 | 20.08 | 0.006 |  |

Neg: Negative staining; Pos: Positive staining.

How the deposited data were processed for this re-analysis (not part of the article)

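Gene expression in whole prostate of 3-month-old mice was measured on 8 of the genome-wide Affymetrix arrays that the methods name, 4 from *Olfm4*-knockout and 4 from wild-type mice. The paper gives the background of the mice as 50% 129/SV and 50% National Institutes of Health Black Swiss. The deposited values are those of the authors, made with RMA, and are on the log2 scale; the version of RMA is not given in the sources used here. No detection calls were used. The arrays were run on 2 days, each with 2 arrays of either genotype. Array medians ranged from 6.03 to 6.09, and the correlation between arrays from 0.983 to 0.996. The arrays of 15-month-old mice are not analysed here.

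The genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, 2-sided), with array day as a second term. The 64 control probe sets were left out, and p was adjusted by the Benjamini-Hochberg method over the remaining 45037 probe sets. Of these, 34945 had 1 gene symbol, 932 had several and 9160 had none. The methods name ANOVA and false discovery rates from Partek software and no covariates, so ANOVA without array day was run as an alternative. Of 18193 genes with a probe set of their own, 18032 were matched to the RefSeq table of GRCm38.p6, which was used for names and for which genes neighbour each other. A gene was represented by the probe set with the highest mean over the 8 arrays.

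Genes were named by a rule written before the data were examined, though after Fig. 3 had been seen. It takes *Olfm4*, every mouse gene named in the text or in Fig. 3, the 10 genes with the largest fold change in each direction among those called with the same direction on both days, up to 3 members with the smallest p of each gene list, and every called gene within 10 Mb of *Olfm4*. Members of a list named beyond these were chosen after their values were seen.

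The 30 gene lists were fixed at the same time. They cover hedgehog pathway components and readouts, the genes of Fig. 3b and of Fig. 3e, mesenchymal EMT markers, epithelial junction genes, stem and progenitor markers, the Wnt and Notch pathways, proliferation, apoptosis and p53, DNA damage, hypoxia, plasminogen activation, GnRH receptor signaling, NF-kB and inflammatory cytokines, interferon response and androgen-dependent secretory products. The others are markers of luminal and basal epithelium, smooth muscle, fibroblasts, endothelium, leukocytes, seminal vesicle, urothelium, skeletal muscle, adipose tissue, nerve and erythrocytes. Each list was tested with camera (preset correlation 0.01, 2-sided) against all other genes, adjusted over the lists, and again with an estimated correlation. fry tested whether the genes of a list move, on balance, one way. A list's score on an array is the mean of its genes after each gene's mean over the arrays was subtracted. Enrichment among higher genes was tested with Fisher's exact test, 1-sided, against all 18193 genes. The gene sets of the commercial database behind Fig. 3a were not used here.

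The fit was tested on simulated data with 200 changed probe sets among 45037, in 4 arrays against 4. It recovered 20% of those changed by 0.5 on the log2 scale, 84% of those changed by 1, 98% of those changed by 2 and 100% of those changed by 4, with 3.82% false calls. The gene list test was tried on a simulated list of 20 genes raised by 0.5, which passed, and on 200 unchanged lists, of which 5 passed an unadjusted p under 0.05. This check does not cover lists whose genes vary together. On the real arrays the estimated correlation within a list ran from -0.26 for erythrocyte to 0.99 for seminal vesicle markers. The rate of false passes for such correlated lists was therefore not tested by the simulation.

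Alternatives set at the same time were the fit without array day, blocks by replicate number, ANOVA, an intensity trend with robust variance, array weights, centring, quantile normalization or cyclic loess, filters on the mean log2 value at 5 and at 7, each array day alone, the mean of all probe sets of a gene, other thresholds for the higher genes, and leaving out each array in turn. Leaving out knockout array 1 together with wild-type array 1, and counting calls without the genes near *Olfm4*, were added after the data were seen.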

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

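The tests of neighbouring genes, of other probe sets, of seminal vesicle transcripts and *Olfm4* on single arrays, with the leukocyte score, without 2 arrays and on other splits of the arrays were chosen only after the results were seen.

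The paper does not discuss the 38 called genes other than *Olfm4*, of which 6 lie within 10 Mb of it. The called genes came in neighbouring groups elsewhere as well: without chromosome 14 and with adjacent called genes counted once, 14 of 24 had a called neighbour among the 25 genes on either side, where chance gave a median of 2 (permutation test, p = 1e-04, the smallest that 10000 permutations can give). Of 39 called genes, *Olfm4* included, 25 have other probe sets, 50 in all, of which 25 moved the same way as the probe set with the smallest p and 6 the opposite way at p under 0.05, and 19 did not pass. Their median change was 0.19 in that direction against a median size of 1.09. At a mean log2 value of at least 5 these were 36 probe sets in 19 genes, with 20 moving the same way and 6 the opposite way. Variants under single probe sets as the whole source are argued against by the 15 genes with another probe set that moved the same way, some with several. They stay open for the 10 genes with none. For the 14 genes with no other probe set they cannot be told apart from changed expression, except for *Olfm4*, 1 of the 14. For *Olfm4* the paper reports that knockout prostate lacked its genomic DNA, mRNA and protein. The odds ratio of 44.5 near *Olfm4* (4.42 at p under 0.01) is consistent with 129/SV sequence carried along with the targeted allele, and the 14 neighbouring genes elsewhere with further strain blocks that differ between the genotypes, as hypotheses that genotypes of these mice could test. An effect of the loss of *Olfm4* on the 6 called genes within 10 Mb cannot be told apart from that sequence. Allele and segment go together on every array. The 6 genes all lie on one side of *Olfm4*, and none of the 25 genes on either side of it was called. Shared regulation of neighbouring genes elsewhere was not tested.

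Transcripts of seminal vesicle secretory proteins (*Svs2*, *Svs3a*, *Svs4*, *Svs5*, *Svs6* and *Pate4*) had a mean log2 value of 13.98 in knockout array 1 and wild-type array 1 and of 9.25 in the other 6 arrays. A mislabelled knockout sample is argued against by *Olfm4*, which had a log2 value of 3.09 on knockout array 1, close to the other knockout arrays. Seminal vesicle tissue in these 2 samples and expression by prostate itself cannot be told apart. These were the 2 highest arrays in 6 of 6 measured markers, out of 8 listed, but the arrays were singled out by these markers. At their brightest probe sets the markers had log2 values between 6.17 and 11.4 on the other arrays. A second probe set of *Svs2* had 12.87 on knockout array 1, 12.26 on wild-type array 1 and 3.26 to 4.28 on the others. The adipose and nerve scores were also high, at 1.24 and 1.56 on knockout array 1 and 1.94 and 1.52 on wild-type array 1. The nerve score was 1.03 on wild-type array 3 too, and neither tissue is specific to seminal vesicle. No biological explanation was tested.

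Interferon-response genes were lower in knockout prostate, with a mean log2 fold change of -0.75 over 12 measured genes, out of 15 listed (camera, adjusted p = 2.49e-04, and adjusted p = 0.392 with an estimated correlation), and the paper does not report on them. None passed an adjusted p under 0.05 over all probe sets in limma or in ANOVA, 6 were lower at an unadjusted p under 0.05 in limma and 5 in ANOVA, and the 6, *Ifit3* (-1.58), *Mx1* (-1.04), *Usp18* (-1.17), *Irf7* (-0.86), *Cxcl9* (-1.93) and *Oas1a* (-1.16), were lower when adjusted over the list alone. Every knockout array had a lower score than every wild-type array (exact permutation test, p = 0.0286). The camera p of this list was 8.67e-06 for the real split and no smaller than 2.01e-05 for the other splits of the arrays (1 of 35), which does not exclude chance, since the list was singled out after it had the smallest p of 30 lists. For the smallest camera p of any list chance cannot be excluded, since it was as small in 29 of 35 splits, down to 4.06e-16. A lower leukocyte share is argued against as the whole source. With the leukocyte marker score in the fit the mean was -0.68 (camera with a preset correlation, adjusted p = 0.00115). A part is not excluded, since 11 of 15 leukocyte markers had a lower and 4 a higher mean (mean -0.15, camera, adjusted p = 0.277). *Cd3e* had -0.66 and *H2-Ab1* -0.28 (unadjusted p = 0.0119 and 0.0451 from limma). The 2 arrays with seminal vesicle transcripts are argued against as the whole source too, since without them the interferon mean was -0.64 (adjusted p = 0.0108). A difference in exposure or strain sequence between the genotypes may still account for the -0.75 and was not tested, nor was an effect of *Olfm4* itself.

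Some arrays lay far from the other 3 of their genotype, by the gap to the nearest array relative to the range. This was so in 8 of 110 groups tested, where chance gives about 1 in 20, or 5.5. *Cd44* had a log2 value of 8.52 on wild-type array 4. *Nes* had 7.96 and *Itga1* 9.92 on knockout array 1. *Vim* had 13.11 on wild-type array 1. The scores for plasminogen activation (0.40), smooth muscle (0.47) and endothelium (0.41) were far above the rest on knockout array 1, and the leukocyte score was far below on knockout array 2 (-0.34).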

How the results depend on the processing

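Leaving out knockout mouse 1 together with wild-type mouse 1, counting calls without the genes near *Olfm4*, and running the odds ratio near *Olfm4* under other fits were chosen after the results were seen. The fold change of *Olfm4* passed in the same direction without array day, without knockout mouse 1 and wild-type mouse 1 and without 1 array (-7.46 to -7.26), and the odds ratio near *Olfm4* passed the test at 44.3 without array day, 40.2 without knockout mouse 1 and wild-type mouse 1, and 6.44 to 57.0 without 1 array, where fewer than 20 calls led to p under 0.01 as the threshold. Of the 13 genes of Fig. 3b, 5 passed an unadjusted p under 0.05 under every setting run other than leaving out 1 array, which gave 4 to 6, though *Pdgfra* passed in place of *Zeb2* with the mean of all probe sets and *Hes1* in place of *Foxc2* without knockout mouse 1 and wild-type mouse 1. For named genes and the other lists, 890 values under alternatives set before kept their direction and side of the threshold, 158 no longer passed, 9 newly passed and 47 changed sign. The correlation across genes of the 2 days' differences was 0.17 (Spearman 0.24, and Pearson 0.15 without *Olfm4*), genes not being independent replicates, and 0.17 under each other normalization. Genotype and day interacted for 1 probe set.

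The 50 called probe sets (27 higher, 23 lower) became 24 (14 and 10) with the methods' ANOVA after adjustment, under which *Havcr1* (adjusted p = 0.131) and 9 other named genes were no longer called, 5615 (2323 and 3292) with ANOVA at an unadjusted p under 0.05, and 5763 (2459 and 3304) with limma at that threshold. A replicate block in place of array day gave 20 (11 and 9), and a replicate block with array day 15 (9 and 6). The numbers of the mice do not pair the samples, since knockout arrays 2, 3 and 4 each correlated better with a wild-type array of another number (r = 0.0018 for the same number 4). Array day 1 alone gave 4 (3 and 1) and array day 2 alone 4 (2 and 2), with fewer samples. Lower calls rose to 39 without array day, 39 with an intensity trend and robust variance, and 35 at a mean log2 value of at least 7. Without 1 array the calls were 17 to 43, higher calls 9 to 27 and lower calls 8 to 21, with fewer samples. Without the genes near *Olfm4*, 40 calls were left, and without knockout mouse 1 and wild-type mouse 1 there were 37. Signal near background limits dim probe sets, and 54 calls were made among those with a mean log2 value of at least 5.

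Of 4 lists past camera, 0 passed with an estimated correlation, with an adjusted p of 0.291 for the genes of Fig. 3b (mean 0.33), 0.392 for interferon response (-0.75) and 0.884 for both basal epithelium (0.24) and fibroblasts (0.22), and 2 passed without knockout mouse 1 and wild-type mouse 1, where basal epithelium had 0.19 (adjusted p = 0.0530) and fibroblasts 0.094 (adjusted p = 0.301). Without 1 array the basal mean was 0.18 to 0.32, not passing without knockout array 4 (0.18) or wild-type array 4 (0.19), and the fibroblast mean was 0.13 to 0.30, not passing without knockout array 1 (0.13) or 4 (0.17). The hedgehog odds ratio among higher genes, 2.36, was 8.98 at p under 0.01 and 0 at an adjusted p under 0.05, and 2.80 to 4.19 without 1 array, where it passed without knockout array 3 (3.70), wild-type array 1 (4.19) or wild-type array 4 (4.19). The cause of these changes was not tested.

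The following values changed sign, and none passed its test with the changed sign. *Cd44* had 0.012 with array weights, 0.0061 with centring, 0.019 with quantile normalization and 0.022 with cyclic loess. Apoptosis had 0.019, 0.0088 and 0.016, and hypoxia 0.018, 0.0039 and 0.0083, with centring, quantile normalization and cyclic loess, and luminal epithelium had -0.0056 and -0.00016 with the last 2. Apoptosis had 0.0090 at a mean of at least 5. With the mean of all probe sets, *Ptch1* had -0.034 and hypoxia 0.00057. Without knockout mouse 1 and wild-type mouse 1, *Nes* had -0.19, apoptosis 0.021, plasminogen activation -0.0034, NF-kB 0.0049, androgen-dependent products 0.14, smooth muscle -0.11, endothelium -0.033 and adipose tissue 0.22. Without 1 array, *Ccnd1* ranged from -0.028 to 0.23, *Ccnd2* from -0.14 to 0.19, *Cd44* from -0.084 to 0.099, *Nes* from -0.066 to 0.52, the genes of Fig. 3e from -0.0049 to 0.16, proliferation from -0.14 to 0.015, apoptosis from -0.033 to 0.022, hypoxia from -0.055 to 0.035, NF-kB from -0.096 to 0.021, androgen-dependent products from -0.14 to 0.11, luminal epithelium from -0.0090 to 0.037, smooth muscle from -0.099 to 0.13, endothelium from -0.092 to 0.12, seminal vesicle from -0.76 to 2.07, urothelium from -0.069 to 0.38, skeletal muscle from -0.34 to 0.39, adipose tissue from -0.60 to 0.67, and nerve from -1.04 to 0.19. Of these lists, seminal vesicle passed camera with a preset correlation without wild-type array 1 (2.07), and skeletal muscle without knockout array 4 (0.39). With an estimated correlation, on all arrays, each of these 2 lists had an adjusted p of 0.884.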

Differences from the paper's values

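No test in this part was chosen after the results were seen, other than the tally over any probe set. Fig. 3a gives the hedgehog pathway a value of about 4.0 for -log p, read by eye, among upregulated genes at 3 months. For the hedgehog components listed here, -log10 of the Fisher p was 0.81, with another gene set than the commercial one behind the figure. With base 10 the values differ under all alternatives set before the data were examined that were run for this test, which gave 0.78 without array day, 0.74 at a mean log2 value of at least 5, 2.20 for higher genes at p under 0.01, 0 for higher genes at an adjusted p under 0.05 and 0.956 to 1.90 without 1 array. None of them reached the figure's value with base 10. The axis gives no base, and with natural logs the value here would be 1.855, which still differs. The value would then be within 1.5 times the figure's for higher genes at p under 0.01 (5.065) and without knockout array 1 (2.68), 3 (3.40) or 4 (2.679) or wild-type array 1 (3.775), 3 (2.725) or 4 (4.38), and not under the other alternatives.

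Fig. 3b shows 10 genes with a bar at 3 months and gives p under 0.05 on its axis. All 10 had a higher mean here, and all 10 fold changes were within 1.5 times the figure's. An unchanged gene would also be within that range of the bars of *Ptch1* (1.1), *Ccnd1* and *Prdm1* (1.2), *Pdgfra* (1.3) and *Nes* (1.4). *Zeb2* (1.5) lies at the limit. Only for *Shh* (1.6) and for *Wnt5a*, *Fst* and *Foxc2* (1.7) would it fall outside. The figure also rests on arrays that include these samples, so the match in size is no independent check. At an unadjusted p under 0.05, 5 of the 10 passed in limma, namely *Fst*, *Shh*, *Wnt5a*, *Zeb2* and *Foxc2*, and the methods' ANOVA gave 5 as well. *Ptch1*, *Ccnd1*, *Nes*, *Pdgfra* and *Prdm1* did not pass (unadjusted p = 0.389, 0.500, 0.410, 0.0799 and 0.0987 from limma). Counting any probe set gave 6, with *Pdgfra* (unadjusted p = 0.0499), and *Pdgfra* also passed as the mean of its probe sets (unadjusted p = 0.0377), without knockout array 2 (unadjusted p = 0.0499) and without wild-type array 4 (unadjusted p = 0.0388), where *Prdm1* passed too (unadjusted p = 0.0382).

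Fig. 3a also lists DNA damage and GnRH pathways among upregulated genes. In the lists used here, 4 of 16 DNA damage genes and 3 of 18 GnRH genes had a higher mean, and none was higher at an unadjusted p under 0.05. By qRT-PCR, another assay, the paper reports higher *Shh*, *Ptch1*, *Gli1* and *Gli2* at 3 months (Fig. 3c). On the arrays *Shh* was higher at an unadjusted p under 0.05 with a fold change of 1.53, whereas *Ptch1*, *Gli1* and *Gli2* had fold changes of 1.04, 1.14 and 1.19 that did not pass (unadjusted p = 0.389, 0.106 and 0.422 from limma). The 95% confidence interval of *Gli2* was wide, -0.45 to 0.96 on the log2 scale, so a large rise of *Gli2* is not excluded. The intervals of *Gli1* (-0.051 to 0.43) and *Ptch1* (-0.098 to 0.22) were narrower. *Gli1* and *Gli2* were dim, with group means below the median of every array (5.97 and 5.58 in knockout, 5.78 and 5.33 in wild-type prostate).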

Other observations

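The tests on other splits of the arrays in this part were chosen after the results were seen.

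Several other groups of genes did not pass as a group in knockout prostate at 3 months. Of 19 measured Wnt pathway genes, out of 20 listed, 8 had a higher and 11 a lower mean (mean log2 fold change -0.043, camera, adjusted p = 0.883). *Wnt5b*, a Wnt ligand gene, was lower when adjusted over the list alone in limma with array day (-0.79, standard error 0.15, adjusted p = 0.157, or 0.0158 over the list alone). Its unadjusted p was 8.3e-04 in that fit, 0.0044 in limma without array day and 0.016 in ANOVA. At an unadjusted p under 0.05 in limma, *Wnt5a* (0.54) and *Sfrp4* (0.24) were higher, and *Wnt5b* and *Fzd2* (-0.52) lower. ANOVA gave 2 higher and 1 lower. Of 14 Notch pathway genes, 9 had a higher mean (0.088, adjusted p = 0.394), and none passed an unadjusted p under 0.05 in limma or in ANOVA. Of 21 measured proliferation genes, out of 22 listed, 9 had a higher and 12 a lower mean (-0.052, adjusted p = 0.753). The mitotic kinase gene *Aurka* (-0.61), the replication licensing genes *Mcm7* (-0.27) and *Mcm3* (-0.37) and the spindle checkpoint gene *Bub1* (-0.39) were lower at an unadjusted p under 0.05, and *Mcm4* (0.36) was higher, with 0 passing over all probe sets and the same counts, 4 and 1, in ANOVA. *Mki67*, which encodes Ki67, had -0.12 (standard error 0.28, adjusted p = 0.900). Of 12 measured apoptosis and p53 genes, out of 15 listed, 6 had a higher mean (-0.0099, adjusted p = 0.753), and the death receptor gene *Fas* had -0.40 (adjusted p = 0.280). NF-kB and inflammatory cytokine genes, 15 measured out of 18, had a mean of -0.038, which differs in sign from the direction up that camera gave (adjusted p = 0.753), and the chemokine gene *Ccl5* had -1.22 (adjusted p = 0.309). Androgen-dependent secretory products and luminal identity genes, 11 measured out of 15, had a mean of -0.041 (camera up, adjusted p = 0.753), with *Acpp* at 0.79 (unadjusted p = 0.00771).

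The genes of Fig. 3e, which the paper reports at 15 months, had a mean of 0.083 at 3 months (adjusted p = 0.549). The list pools genes that the paper reports as higher with keratin genes that it reports as lower. Its mean and the camera test therefore cannot show whether the list moved as reported. *Zeb2* and *Foxc2* were higher at an unadjusted p under 0.05 in limma and in ANOVA, and none passed after adjustment. The keratin genes *Krt79* and *Krt4* had log2 fold changes of -0.51 and -0.38 (adjusted p = 0.482 and 0.629), *Krt25* had 0.038, and the integrin gene *Itga1* had 0.63 (adjusted p = 0.454). Among markers of cell types, 8 of 9 basal epithelial genes had a higher mean, with 4, *Dst* (0.30), *Itgb4* (0.34), *Krt15* (0.40) and *Krt17* (0.50), higher at an unadjusted p under 0.05 in limma and 3 genes in ANOVA. Of 13 fibroblast genes, 11 had a higher mean, with 3, *Fbln1* (0.44), *Mfap5* (0.42) and *Dpt* (0.45), higher at an unadjusted p under 0.05 in limma and 2 genes in ANOVA. No basal or fibroblast gene passed over all probe sets or over its list alone. The other marker lists did not pass camera. Their means were 0.0057 for luminal epithelium, 0.056 for smooth muscle, 0.040 for endothelium, -0.15 for leukocytes, 0.52 for seminal vesicle, 0.18 for urothelium, 0.10 for skeletal muscle, -0.092 for adipose tissue, -0.41 for nerve and -0.10 for the 3 measured erythrocyte genes, out of 6 listed. Adipose and nerve scores were high on the arrays with seminal vesicle transcripts, 1.24 and 1.56 on knockout array 1 and 1.94 and 1.52 on wild-type array 1, and the nerve score was 1.03 on wild-type array 3. In fry, the genes of Fig. 3b and the interferon genes passed (adjusted p = 0.0457 for each).

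The 8 arrays can be split 4 against 4 in 35 ways. For the number of called probe sets the real split gave 50 and the highest of the other splits 0 (1 of 35 splits). This share is the smallest that 35 splits can give. Every other split has knockout and wild-type arrays on both sides. A gene such as *Olfm4* then varies widely within each group, which works against calls. The splits alone therefore do not exclude chance. For the genes of Fig. 3b past an unadjusted p under 0.05 the splits leave it open, with 5 for the real split and 4 for the highest other (1 of 35). The reason is that the paper reports the list from arrays that include these samples. For the hedgehog components it cannot be excluded, since the camera p was 0.0391 for the real split and as small in 11 of 35 splits, down to 6.69e-04. The same holds for the hedgehog components among higher genes, where the Fisher p was 0.157 for the real split and as small in 7 of 35 splits, down to 0.00417. It holds also for the number of lists past camera, which was 4 for the real split, at least as large in 30 of 35 splits, and 13 in the highest other. This number does not set the real split apart from the others, and the cause was not tested.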
